# Comparative Analysis of the Transcriptome, Proteome, and miRNA Profile of Kupffer Cells and Monocytes

**DOI:** 10.3390/biomedicines8120627

**Published:** 2020-12-18

**Authors:** Andrey Elchaninov, Anastasia Lokhonina, Maria Nikitina, Polina Vishnyakova, Andrey Makarov, Irina Arutyunyan, Anastasiya Poltavets, Evgenia Kananykhina, Sergey Kovalchuk, Evgeny Karpulevich, Galina Bolshakova, Gennady Sukhikh, Timur Fatkhudinov

**Keywords:** monocytes, macrophages, proteome, microRNAs, Kupffer cells, nanostring gene expression assay

## Abstract

Macrophage populations in most mammalian organs consist of cells of different origin. Resident macrophages originate from erythromyeloid precursors of the yolk sac wall; maintenance of the numbers of such macrophages in postnatal ontogenesis is practically independent of bone marrow haematopoiesis. The largest populations of the resident macrophages of embryonic origin are found in the central nervous system (microglia) and liver (Kupffer cells). In contrast, skin dermis and mucous membranes become predominantly colonized by bone marrow-derived monocytes that show pronounced functional and phenotypic plasticity. In the present study, we compared Kupffer cells and monocytes using the immunophenotype, gene expression profile, proteome, and pool of microRNA. The observed differences did not consider the resident liver macrophages as purely M2 macrophages or state that monocytes have purely M1 features. Monocytes show signs of high plasticity and sensitivity to pathogen-associated molecular patterns (e.g., high levels of transcription for *Tlr 2*, *4*, *7*, and *8*). In contrast, the resident liver macrophages were clearly involved in the regulation of specific organ functions (nitrogen metabolism, complement system protein synthesis).

## 1. Introduction

The role of macrophages in the maintenance of tissue and cellular homeostasis is difficult to overestimate. Being an important part of innate immunity, macrophages also regulate their microenvironment and the life events of surrounding cells, such as proliferation, apoptosis, metabolic rate, and changes in extracellular architecture [1]. Such a variety of functions is explained by the flexibility of macrophage phenotypes and the presence of different subpopulations of macrophages within one tissue [2,3], which originate from yolk sac hemopoietic cells or from monocytes of bone marrow origin [4,5]. It is thought that these subpopulations have different functionalities [6].

As a rule, mammalian organs contain a mixed population of macrophages from different sources of origin, with the exception of the central nervous system and liver, from where the macrophages of monocytic origin are almost completely absent. The proportion of bone marrow macrophages in the liver of mice may constitute about 7% [7], whereas other authors (by using a different, more specific set of markers) reduce this estimation to 2–5% [5,8]. The highest numbers of macrophages derived from monocytes are found in mucous membranes of the digestive tract and airways [1].

The reasons for such distribution and the very coexistence of the two separate macrophage lineages of different origin in mammals remains poorly understood. Presumably, the self-sustaining resident macrophages and monocyte-derived transient macrophages differ by their functional properties and their roles in repair processes [9,10].

Some researchers suggest that differences in the plasticity of macrophages of different origin contribute to their functional divergence and are the reason for the preservation of both populations of macrophages for the needs of the body. Moreover, in recent years, it has been increasingly argued that macrophages of bone marrow (monocytic) origin in mammals have higher plasticity. This point of view is supported by experimental studies on the replacement of resident macrophages with bone marrow macrophages after artificial depletion [11,12,13,14].

A distinctive feature of macrophage differentiation is the presence of a well-defined intermediate stage, called monocytes. The only exception is microglia, for which the monocyte-like stage has not been described [8]. Comparison of the properties of monocytes and mature macrophages reveals specific developmental features of certain phenotypes in macrophages in the course of differentiation. The aim of this study was to compare immunophenotypes, as well as gene expression, proteome, and microRNA (miRNA) profiles of monocytes and Kupffer cells.

## 2. Results

### 2.1. Comparative Immunophenotyping of KUPFFER Cells and Monocytes

The results indicated that Kupffer cells differ from monocytes by the expression of several markers (Figure 1A–E, Table 1). Over 90% of the monocytes were CD11b^+^, whereas only 5% of the Kupffer cells of the intact liver expressed CD11b in detectable quantities (*p* = 0.004). Similar data were obtained regarding the expression of Ly6C, where only 5% of the liver macrophages were Ly6C^+^ (*p* = 0.005). Expression of CD68 (*p* = 0.024), CD86 (*p* = 0.016), CD163 (*p* = 0.036), and CD206 (*p* = 0.036) by Kupffer cells was more pronounced, and no differences were revealed for F4/80 (*p =* 0.527). Magnetic enrichment whose results were described above revealed a more pronounced difference in the increase of CD68^+^ and CD206^+^ Kupffer cells than when comparing samples from unsorted blood and liver (Figures S1 and S2).

### 2.2. Comparative Gene Expression Profiling by Nanostring

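The mRNA of inflammation-related genes was measured by the nanostring approach, in which a capture probe and a colour-coded reporter probe hybridise to each target mRNA and the colour codes are counted one by one, without amplification. 6 samples of blood monocytes (MNCs) and 6 samples of Kupffer cells (KCs), the resident macrophages of the liver, were taken from Balb/c mice, each measured in a lane of its own. Both cell types were sorted with magnetic beads against F4/80, a surface protein of mouse macrophages; the livers, unlike the blood, were first digested with collagenases. Every sample was a pool, of 5 mice by the sample labels and of 4 to 5 mice by the methods of the paper, and by the labels 100 ng of total RNA went into each reaction.
The deposited values were the counts normalized by the authors with nSolver, where each lane was multiplied by a factor from its positive control probes and from the housekeeping genes Cltc, Gapdh, Gusb, Hprt, Pgk1 and Tubb5, of which Hprt and Tubb5 were not analysed here. 248 inflammation-related genes were tested. The normalized counts of a sample summed to 175342 to 189849 in monocytes (median 182021) and to 171375 to 232593 in Kupffer cells (median 195019). In each sample, all values above the background were whole multiples of 1 factor, within 0.02, and dividing by it returned 158730 to 339100 counted molecules per monocyte sample (median 282282.5) and 80944 to 140029 per Kupffer cell sample (median 101618). This factor was 0.554 to 1.13 in monocytes and 1.30 to 2.17 in Kupffer cells.
The authors set the background to the highest negative control of each lane, and a gene under it is listed at that count, which the factor had not multiplied. In the 5 monocyte samples with a factor under 1, genes whose multiplied count fell under the background appear to be listed at it too. Standing at the background in those samples can therefore mean a count above the highest negative control. The listed background was 5 to 27 in monocytes and 7 to 14 in Kupffer cells, and 26 to 79 genes per monocyte sample and 29 to 58 per Kupffer cell sample stood at it. The lane of monocyte sample 2 had the lowest background and the fewest genes at it. Multiplied by the factor, the background would be 5.63 to 15.7 in monocytes and 11.7 to 30.4 in Kupffer cells. The listed value is therefore the higher of the pair in 5 of 6 monocyte samples and the lower in all 6 Kupffer cell samples, so that a gene measured in neither cell type looks lower in Kupffer cells. Where all samples of a group were at the background, only a limit of the fold is given ("at least"), computed from geometric means with the higher of the listed and the multiplied background in each sample; where some were, their number is given.
Groups were compared by limma on log2(normalized count + 1), with Benjamini-Hochberg adjustment over the 248 genes. Log2 fold changes are Kupffer cells over monocytes, and the added 1 makes them understate the change of low genes. The correlation of log2 values between samples was 0.957 to 0.997 within monocytes, 0.939 to 0.988 within Kupffer cells and 0.684 to 0.773 between the cell types, across genes, which are not independent replicates.

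**Figure D1:**
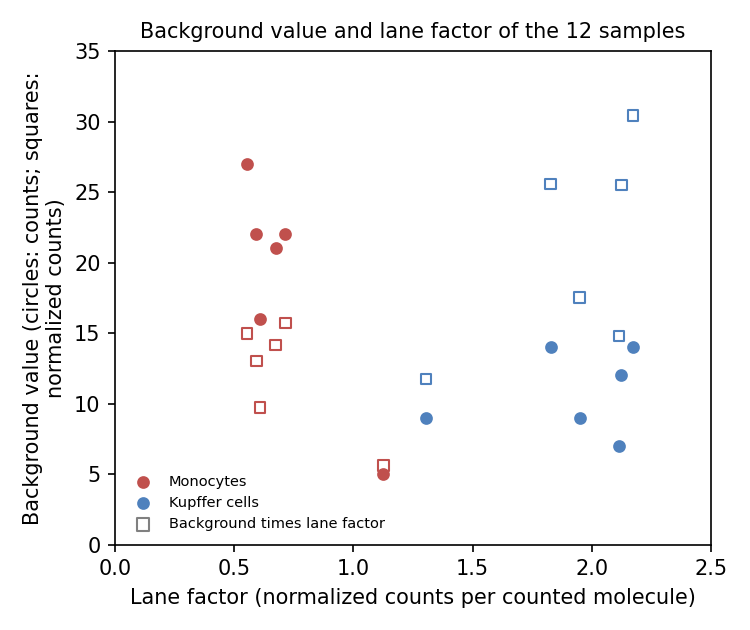
Background value of the 12 samples against the factor by which each lane was multiplied (normalized counts per counted molecule). Filled circles are the listed background, in counts, and open squares are the same value multiplied by the factor; monocytes are red and Kupffer cells blue. The listed values are higher in 5 of 6 monocyte samples than in all 6 Kupffer cell samples.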

We compared the expression profile of genes associated with inflammation and found pronounced differences between Kupffer cells and monocytes. 

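At an adjusted p under 0.05 from limma, 140 of the 248 genes differed between the cell types, 87 of them higher and 53 lower in Kupffer cells. By the ratio of geometric means of the normalized counts + 1 alone, 77 genes differed by more than 2-fold, 49 higher and 28 lower in Kupffer cells, and all 77 also had an adjusted p under 0.05. Without the added 1 there were 79, of which 78 had such a p. In 103 genes (41.5% of those tested) every sample of one cell type lay above every sample of the other, which chance gives for 0.216% of genes. 36 of the 140 genes had at least 1 sample at the background. Of the 53 genes called lower, 8 had background values in both cell types. All 8 lost the call with the background multiplied by the factor where that is higher (adjusted p of 0.513 to 0.752 from limma). With that background 90 genes were called higher and 45 lower. Ccl7 and Trem2 of the 8 are among the 28 genes more than 2-fold lower, and Trem2 and Fxyd2 among the 103. The number of genes called lower moved most when each sample was rescaled to the median of its genes, which gave 68 higher and 107 lower, 38.9% higher against 62.1% without this step. Without monocyte sample 2 as many genes, 86, were called higher as lower, but in 24 of the genes called lower all 11 remaining samples were at the background, which was deposited without the factor of the lane, and after rescaling to the median 13 of the genes called lower were at it in all 12 samples. The 5 largest rises with no overlap between the cell types were those of C8a, C9, Hc, C1s and C3 by the listed values. In all of these but C3 the monocyte samples were at the background, as in C8b, Kng1, Crp and Masp1, so that their rises are limits and the order among them is not known. The limits of C8a, C9, Hc and C1s lie above the fold of C3, and those of the other 4 below it. The fold of Mbl2, with 5 of 6 monocyte samples at the background, also lies below that of C3. Whether C3 belongs among the 5 largest rises is therefore not known. The 5 largest falls were those of Retnla, Tgfb2, Alox15, Cxcl2 and Cxcl1.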

In Kupffer cells, the expression of 84 genes was more than 2-fold different; the expression of 51 genes was up-regulated and 33 genes were down-regulated compared to monocytes (Figure 2A,B). 

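Among the 9 toll-like receptor genes on the panel, Tlr2 had 82.7 ± 23.0 normalized counts in Kupffer cells and 299 ± 84.4 in monocytes (SD, n = 6 samples each), a log2 fold change of -1.84 (standard error 0.23, adjusted p = 1.18e-05 from limma). The log2 fold change of Tlr8, whose gene lies next to that of Tlr7 with no protein-coding gene in between (GRCm38.p6), was -1.90 (standard error 0.23, adjusted p = 9.40e-06). In Tlr4 and Tlr7 the difference was smaller, close to 2-fold. Tlr4 had 112 ± 26.6 normalized counts in Kupffer cells against 220.3 ± 30.6 in monocytes, 1.99-fold lower with a log2 fold change of -1.00 (adjusted p = 0.000214), and Tlr7 had 73.7 ± 20.4 against 140.0 ± 17.3, 1.94-fold lower with a log2 fold change of -0.96 (adjusted p = 0.000533). In these 4 genes every monocyte sample was above every Kupffer cell sample. Leaving out each sample in turn kept Tlr4 between -1.09 and -0.91, and quantile normalization gave the largest change, -1.44. Tlr9 and Tlr6 were also lower in Kupffer cells, with log2 fold changes of -0.59 (adjusted p = 0.0156) and -0.37 (adjusted p = 0.0375), and in both the cell types overlapped. The call of Tlr6 was lost without any one of monocyte samples 1, 2, 4, 5 and 6 or of Kupffer cell samples 1, 4 and 6, with adjusted p up to 0.082, and under scaling to the housekeeping genes without Gapdh, where its adjusted p was 0.121, with a range of 0.00261 to 0.121 over the alternatives. Tlr1 was not distinguishable between the cell types (log2 fold change 0.14, adjusted p = 0.553). Tlr3 was at the background in all 12 samples, and Tlr5 in 6 of 6 monocyte samples and 3 of 6 Kupffer cell samples. Adjusted over the list alone, 6 of the 9 genes differed, as many as after adjustment over all genes tested.
Retnla had 17331 ± 2658 normalized counts in monocytes, while 4 of 6 Kupffer cell samples were at the background and the highest stood at 21.4 (log2 fold change -10.24, adjusted p = 7.68e-14). Alox15 fell from 6925 ± 1371 in monocytes to 223 ± 69.4 in Kupffer cells, a log2 fold change of -5.00 (standard error 0.24, adjusted p = 9.62e-10), and Kupffer cell sample 4 had the lowest value, 102. Alox12 had 228 ± 60.1 normalized counts in monocytes and was at the background in 2 of 6 Kupffer cell samples (log2 fold change -3.35, adjusted p = 1.69e-06). Between the 6 monocyte samples, the mean log2 level of 11 macrophage-type genes, among them Retnla and Alox15, was lower where that of 7 T and NK cell genes was higher.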

Notably, in monocytes, the expression of toll-like receptor genes 2, 4, 7, and 8, as well as *Retnla* (Resistin Like Alpha), *Alox15*, and *Alox12* was more than 2-times higher than in Kupffer cells. 

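The panel holds 20 genes of the complement system. 11 of them, C8a, C9, Hc, C1s, C3, Mbl2, C8b, Masp2, C6, Masp1 and C2, were more than 15-fold higher in Kupffer cells. C3 was the only one of the 11 measured above the background in all 12 samples: it had 19074 ± 6827 normalized counts in Kupffer cells and 395 ± 89.5 in monocytes (SD, n = 6 samples each), a log2 fold change of 5.54 (standard error 0.24, adjusted p = 2.70e-10 from limma). C8a had 2969.6 ± 1256 normalized counts in Kupffer cells and was at the background in all 6 monocyte samples, so it was at least 159-fold higher (adjusted p = 2.90e-09). Likewise, with all 6 monocyte samples at the background, C9 was at least 94.2-fold higher, Hc at least 66.5-fold, C1s at least 49.7-fold, C8b at least 32.8-fold and Masp1 at least 19.5-fold. Mbl2 and C6 were at the background in 5 of 6 monocyte samples, and Masp2 and C2 in 4 of 6, with log2 fold changes of 5.42, 4.44, 4.64 and 4.10. In all 11 genes each Kupffer cell sample exceeded each monocyte sample. With a pseudocount of 10 in place of 1, 8 complement genes remained over 15-fold, the alternative that moved this count most among those set before the data were examined.
The other 9 complement genes did not share this pattern. Cfb rose by a log2 fold change of 1.51 (adjusted p = 4.37e-05) and C1ra by 0.94 (adjusted p = 0.00337; 0.0961 after quantile normalization, within a range of 0.000552 to 0.0961 over the alternatives). 4 were higher in monocytes: C3ar1 with a log2 fold change of -2.40 (adjusted p = 5.14e-07), C1qa with -2.17 (adjusted p = 3.24e-05), C1qb with -1.82 (adjusted p = 0.000127) and C4a with -1.61 (adjusted p = 0.000168). Cd55 was not distinguishable (log2 fold change 0.38, adjusted p = 0.233). C7 was at the background in all 6 monocyte samples and 2 of 6 Kupffer cell samples, and Cfd in 5 of 6 and all 6. Cfd was not called (adjusted p from 0.000705 to 0.627 over the alternatives). Its only value not listed at the background, 5.63 in monocyte sample 2, equals the background of that lane multiplied by the factor. The lower adjusted p of 0.0225 with samples rescaled to the median therefore compares little but background values between lanes. So does the lowest of the range, without that sample. Adjusted over the list alone, 17 of the 20 genes differed, the same number as over all genes tested. Between the 6 Kupffer cell samples, 10 genes of proteins that hepatocytes secrete, 8 of them complement genes, varied together. In the values as deposited they did so more than any of 10000 random lists of 10 genes. With each sample centred on its median gene, 1 of 10000 lists was as high.
Arg1 had 1664 ± 882 normalized counts in Kupffer cells and 201 ± 79.3 in monocytes, a log2 fold change of 2.97 (standard error 0.32, adjusted p = 2.74e-06), with no overlap between the cell types. Nos3 was not analysed here.

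**Figure D2:**
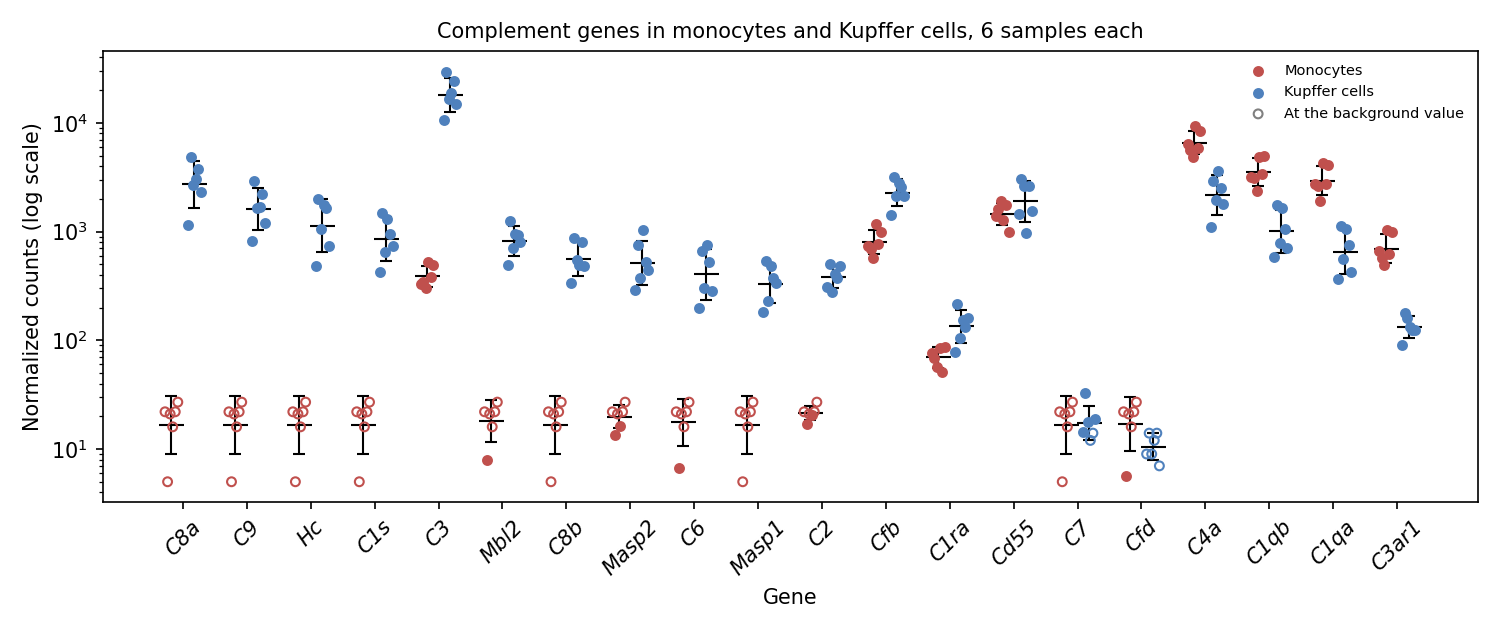
Normalized counts (log scale) of the 20 complement genes in 6 monocyte samples (red) and 6 Kupffer cell samples (blue); open circles are samples at the background, and lines are geometric means with 1 SD of the log values. From C8a to C2 all Kupffer cell samples lie above all monocyte samples, most of which are at the background, while C4a, C1qb, C1qa and C3ar1 are higher in monocytes.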

In Kupffer cells, we found more than a 15-fold higher expression of genes associated with the complement system (Table S4); in addition, the expression of *Arg1* and *NOS3* was significantly increased compared with monocytes (Figure 2A). 

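108 genes had neither an adjusted p under 0.05 nor a difference of more than 2-fold. 13 of them were at the background in all 12 samples and 39 in 1 to 11 samples, and for the 13 no difference could be detected at this depth. The other 56 were measured in every sample, with a median over genes of 609 normalized counts in monocytes and 625 in Kupffer cells. Within a limit of 1.5-fold, 76 of the 108 genes were left. Among genes above the background in at least 6 of 12 samples, 59 showed no called difference, the lowest number among the alternatives set before the data were examined.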

Another set of 53 genes showed similar expression levels in monocytes and Kupffer cells (Figure 2A). 

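Of the 12 genes chosen for RT-PCR, 7 were higher in Kupffer cells by the nanostring values (Il1r1, Kng1, Crp, Flt1, C9, Nos2 and Arg1) and 5 were lower (Retnla, Alox15, Tgfb2, Tlr8 and Il6), each at an adjusted p under 0.05 from limma. In 11 of the 12 the samples of the cell types did not overlap; Nos2 was the exception. Il1r1 had 489.5 ± 357 normalized counts in Kupffer cells (SD, n = 6 samples) and was at the background in 4 of 6 monocyte samples (log2 fold change 4.07, adjusted p = 9.94e-07). Tgfb2 had 740.0 ± 180.4 normalized counts in monocytes and was at the background in 3 of 6 Kupffer cell samples, with a log2 fold change of -5.36 (adjusted p = 1.25e-09). Il6 had 60.5 ± 23.0 normalized counts in Kupffer cells and 253 ± 121 in monocytes (SD, n = 6 samples each), a log2 fold change of -1.99 (standard error 0.30, adjusted p = 7.88e-05), and leaving out each sample in turn kept it between -2.16 and -1.81. The RT-PCR measurements were not analysed here.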

In all cases, the results of RT-PCR for the mRNA targets listed in Table 2 confirmed the differences between Kupffer cells and monocytes revealed by the nanostring approach (Figure 2B).

### 2.3. Comparative miRNA Expression Profiling by Nanostring

Of the 577 miRNAs presented in the panel, 24 miRNAs showed a statistically significant increase in expression in Kupffer cells compared with blood monocytes (Figure 3A and Figure S3, Table S5). Enrichment analysis of the genes identified as the targets of miRNAs revealed that a number of genes regulated by miRNAs elevated in Kupffer cells are involved in signalling pathways associated with the TNFa-induced cascade (*Map2k7*, *Jun*, *Cflar*, *Creb5*, *Mapk14*, *Casp8*), cytokine signalling (*Vegf*, *Ifnar1*, *Met*, *Csf3r*, *TGFbr1*, *Cxcl13*, *Bmpr1a*, *Flt1*, *Tnfrsf11a*, *Cxcr2*, *Eny2*, *Lifr2*), and both types of signalling (*Il1b*, *Ccl2*, *Csf1*, *Il18r1*) (Figure 3B). Full-length overexpressed microRNA targets in Kupffer cells are provided in the Supplementary Materials (Table S3). According to the nanostring data (Figure 2A), certain genes, presumably controlled by the studied microRNA, were indeed upregulated in Kupffer cells (e.g., *Map2k7*, *Flt1*, *Csf1*, and *Jun*); however, *CCL2* was expressed at a higher level in monocytes.

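By the nanostring values, Jun had 5146 ± 1285 normalized counts in Kupffer cells and 1046 ± 353 in monocytes (SD, n = 6 samples each), a log2 fold change of 2.31 (standard error 0.22, adjusted p = 8.75e-07 from limma). Monocyte sample 4 was the highest of its group, at 1755. Jun is one of 10 genes of the early response to cell isolation, 8 of which were called higher in Kupffer cells. Csf1 rose from 267 ± 53.7 normalized counts in monocytes to 634 ± 218 in Kupffer cells, a log2 fold change of 1.21 (adjusted p = 0.000326). Flt1 had 87.2 ± 34.3 normalized counts in Kupffer cells and was at the background in 5 of 6 monocyte samples, with a log2 fold change of 2.09 (adjusted p = 2.22e-05). These 3 genes showed no overlap between the cell types. Map2k7 was not analysed here. Ccl2 had 145 ± 89.7 normalized counts in Kupffer cells and 324 ± 289 in monocytes. Its samples overlapped, and the difference (log2 fold change -0.97, standard error 0.48) did not exceed the spread between them, with an adjusted p of 0.1. Its adjusted p was 0.036 when samples were rescaled to the median of all genes, 0.0403 without Kupffer cell sample 4 and 0.0459 without monocyte sample 2, within a range of 0.036 to 0.203 over the alternatives.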

Of the 7 miRNAs whose expression was verified by RT-PCR, increased expression in Kupffer cells was confirmed for mmu-mir-122 (*p* = 0.002), mmu-let-7c (*p* = 0.01), mmu-mir-720 *p* = 0.01, mmu-mir-1224 (*p* = 0.004), mmu-mir-2141(*p* = 0.01), and mmu-mir-1944 (*p* = 0.041) (Figure 3C).

In our opinion, it is necessary to make one remark of a methodological nature. To study the same phenomenon (assessing the level of miRNA expression), we used two approaches, nanostring and real-time PCR. Some of the results obtained by the nanostring method were confirmed by real-time PCR, however, in some cases, the data did not coincide (mmu-let-7d, *p* = 0.732). This could be explained by technical differences in sample preparation for the analysis (additional stages of miRNA extension and the stage of reverse transcription in real-time PCR), as well as by the method of calculating and normalizing the relative expression levels (different miRNAs served as references for nanostring and real-time PCR).

### 2.4. Comparative Proteome Analysis

Proteome analysis of Kupffer cells and blood monocyte samples identified 2797 proteins. For 1464 proteins, a statistically significant 2-fold difference between Kupffer cells and monocytes was found (Figure 4A–C and Figure S4). Gene Ontology cell component analysis of the proteins expressed differentially in Kupffer cells and monocytes unambiguously showed the enrichment of Kupffer cells by the proteins involved in metabolism (Panther protein class: PC00262). In energy metabolism, located in mitochondria and lipid metabolism, out of 700 proteins significantly increased in Kupffer cells > 2-fold, more than 70% were related to mitochondria (Panther protein class of molecular function: GO:0003824, GO:0044237, GO:0008152, GO:0006091, GO:0046034) (Figure 4C and Figure S4). At the same time, Kupffer cells showed a distinct decrease in the expression of many proteins related to other cell components, such as nuclear and cytosolic proteins. Both Kupffer cells and monocytes also expressed several proteins related to extracellular exosomes, with more than 170 exosome proteins increased in monocytes and 234 exosome-related proteins increased in Kupffer cells (Figure 4C and Figure S4).

Gene Ontology biological processes analysis showed that the proteins most increased in monocytes are involved in all stages of protein synthesis processes, such as transcription, translation, and their regulation (Panther class: GO:0045182, GO:0140110) (Figure S4). Some of the proteins with expression specifically increased in monocytes was related to the cell cycle (Panther class: GO:0007049), cell division (Panther class: GO:0051301), cell adhesion (Panther class: PC00069), and cellular response to stimuli (Panther class: GO:0051716) (Figure S4).

Proteins up-regulated in Kupffer cells vs monocytes and belonging to the PC00262 group (metabolite interconversion enzyme) are available in Table S1. Proteins up-regulated in monocytes vs. Kupffer cells and belonging to the PC00171 group (nucleic acid binding protein) are available in Table S2.

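Iigp1, an interferon-induced GTPase, had 986 ± 689.9 normalized counts in Kupffer cells and 97.7 ± 14.6 in monocytes (SD, n = 6 samples each), a log2 fold change of 3.12 (standard error 0.31, adjusted p = 1.11e-06 from limma). The lowest Kupffer cell sample had 561 and the highest monocyte sample 118 normalized counts. For Arg1 these were 891 and 351, and leaving out each sample in turn kept its log2 fold change between 2.75 and 3.14. The proteome values were not analysed here.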

Comparative analysis of the gene expression profile and proteomic analysis data revealed that two genes *Iigp1* and *Arg1* were overexpressed in Kupffer cells, and the corresponding proteins (codenamed Q9QZ85 and Q61176) were significantly overrepresented in Kupffer cells. 

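At the mRNA level, Alox5 had 44.6 ± 11.5 normalized counts in Kupffer cells and 257 ± 52.8 in monocytes (SD, n = 6 samples each), a log2 fold change of -2.51 (standard error 0.19, adjusted p = 8.11e-08 from limma). Itgb2 had 1719 ± 295 and 5684 ± 919 normalized counts, with a log2 fold change of -1.73 (standard error 0.15, adjusted p = 4.59e-07), and Hmgb2 had 62.1 ± 8.97 and 141 ± 41.3, with a log2 fold change of -1.13 (adjusted p = 0.000281). Chil3, which the panel lists under its older symbol Chi3l3, had 88.4 ± 37.3 normalized counts in Kupffer cells and 458 ± 291 in monocytes, where the samples ranged from 167 to 916 (log2 fold change -2.22, standard error 0.43, adjusted p = 0.000571). In these 4 genes and in Alox15 every monocyte sample was above every Kupffer cell sample.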

In total, five matched genes, *Alox15*, *Alox5*, *Chil3*, *Itgb2*, and *Hmgb2,* were overexpressed in monocytes, and their protein products (codenamed P39654, P48999, O35744, P11835, and P30681, respectively) were significantly overrepresented in monocytes.

After comparison of mmu-let-7 miRNA targets received from TargetScan, it was found that a target gene *Agxt2* correlated with its protein, Q3UEG6, from our proteome data that was significantly increased in Kupffer cells.

### 2.5. Western-Blot Analysis of Protein Representation

As revealed by Western-Blot analysis, iNOs, Arg1, and IL10 protein expression was significantly higher in Kupffer cells (*p* = 0.013, *p* = 0.03 and *p* = 0.022 respectively), while ALOX12 protein expression was significantly higher in monocytes (*p* =0.007) (Figure 5A,B and Figure S5). We did not reveal any significant difference in the levels of CCR7 (*p* = 0.517), IL6 (*p* = 0.421), and FXYD2 (*p* = 0.057) between Kupffer cells and monocytes. Full-size membrane images after the blotting of polyacrylamide gel are provided in the Supplementary Materials (Figures S5 and S6).

## 3. Discussion

As a rule, mammalian organs contain mixed populations of macrophages from different sources of origin, with the exception of the central nervous system and liver, from which the macrophages of bone marrow origin are almost completely absent [4,15]. Study of mouse liver macrophage phenotypes confirmed this statement: the proportion of monocytic macrophages (Ly6C^+^CD11b^+^) was less than 10%.

The reasons for the coexistence of several subpopulations of macrophages of different origin in the body of mammals remain obscure. Several assumptions have been made to explain this phenomenon. First of all, it is possible that the resident macrophages of embryonic origin and macrophages derived from monocytes may differ in their functional capabilities and their roles in repair processes [10,16]. That is, the macrophages of bone marrow (monocytic) origin synthesize predominantly pro-inflammatory cytokines, whereas the resident macrophages produce factors that regulate homeostasis of organs under normal conditions and at the final stages of repair processes. This assumption has been partially confirmed in some models of inflammatory processes [12,17,18].

In accordance with one of the much-discussed concepts, macrophages from different sources of origin differ not so much by the ability to produce pro- or anti-inflammatory cytokines but, above all, by sensitivity to various factors of the microenvironment. In particular, resident macrophages are more sensitive to the components of a normal microenvironment, which allows them to regulate homeostasis in organs under normal conditions, whereas the monocyte-derived macrophages are more sensitive to mediators of inflammation [14,16,19]. This concept is consistent with studies performed on the model of toxic liver damage, when a large number of monocyte-derived macrophages migrate into the liver. However, the effect is highly transient, as immigrant cells become replaced with the proliferating resident Kupffer cells at the final stages of repair [17]. Additionally, as has been previously shown by us in vitro, the monocytic macrophages are more sensitive to interleukins (IL4, IL10) and notably to lipopolysaccharide than Kupffer cells [20]. The increased sensitivity of monocytic macrophages to lipopolysaccharides is consistent with the data on gene expression obtained by nanostring and RT-PCR assays in this study. According to the results, monocytes show upregulated expression of *Tlr 4*. At the same time, some experimental studies indicate the lack of advantages in the regulation of the normal functions of organs by resident macrophages as compared with macrophages of bone marrow origin; this conclusion was made by a team of authors who completely replaced the resident macrophages in the liver and lung with macrophages of bone marrow (monocytic) origin for a long period of time [11,14]. Therefore, it is probable that the determining factors for the functional characteristics of macrophages are not the source of their origin but the factors of the microenvironment [14,16,21].

Based on the ability of bone marrow-derived macrophages to make up for the loss of resident macrophages and replace them in the corresponding macrophage niche, the key step in this process is migration to the organ of destination, which occurs at the intermediate stage of monocyte-macrophage differentiation [8].

Blood monocytes of many mammals consist of several cell subpopulations. In the blood of mice, the monocyte population consists of two subpopulations (Ly6C^hi^ and Ly6C^low^ or Ly6C^+^ and Ly6C^−^), and the ratio of such subpopulations is approximately 1:1 [22]. We found that approximately 50% of the isolated monocytes were Ly6C^+^. Probably, the proportion of Ly6C^+^ (approximately 50%) corresponds to a Ly6C^hi^ subpopulation of monocytes, which, as suggested, migrate to the liver under inflammation conditions [17] and have pro-inflammatory properties [22,23,24].

Monocyte subpopulations represent a single line of differentiation; Ly6C^hi^ monocytes differentiate into Ly6C^low^ monocytes through an intermediate stage [25]. In this regard, the Ly6C^hi^ and Ly6C^low^ subpopulations have a number of similarities, both at the molecular [26] and functional level; they are highly sensitive to TLR stimuli [23,27], can migrate into tissues, and also secrete pro-inflammatory cytokines TNFa and Il1b [24,25].

Our data are also consistent with the results of the mentioned studies. The migrating cells must be highly sensitive to the organ-specific characteristics of the microenvironment. The most pronounced migration of monocytes/macrophages of bone marrow origin to the liver can be observed under conditions of hepatotoxic damage [17]. Thus, monocytes must be highly sensitive to pathogen-associated molecular patterns (PAMPs). This assumption is consistent with the increased expression of *Tlr2*, *Tlr4*, *Tlr7*, and *Tlr8* genes in monocytes, as well as the high levels of cell locomotion and cell adhesion proteins synthesis (*Ccl24*, *Ccr1*, *Cxcl2*, *Cxcl1*, *Itgb2*, *Ccl17*, *Ccl2*), observed by us in this study. 

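Among the chemokine and receptor genes, Cxcl2 had 125 ± 45.3 normalized counts in Kupffer cells and 3633 ± 1710.0 in monocytes (SD, n = 6 samples each), a log2 fold change of -4.81 (standard error 0.33, adjusted p = 3.66e-08 from limma). Cxcl1, whose gene neighbours that of Cxcl2 (GRCm38.p6), varied more: its monocyte samples ranged from 809 to 3895 normalized counts and its Kupffer cell samples from 27.4 to 187, with a log2 fold change of -4.69 (standard error 0.51, adjusted p = 2.91e-06). Ccr1 had 63.6 ± 26.7 normalized counts in Kupffer cells and 346 ± 66.4 in monocytes, a log2 fold change of -2.50 (adjusted p = 1.16e-06). In these 3 genes the samples of the cell types did not overlap.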

The protein products (codenamed P30681) of the overexpressed *Itgb2* gene (Integrin beta-2) were significantly overrepresented in monocytes. Expression of many markers associated with particular functions of macrophages (endocytosis, antigen presentation, pathogen recognition, lymphocyte activation), including CD68, CD86, CD163, and CD206 [28,29], in monocytes is lower than in the resident macrophages of the liver and indicates the position of monocytes as precursors, which retain the high plasticity.

However, along with the signs of a low-differentiated state, monocytes, according to the results of nanostring assay and proteome analysis presented in this study, harbour increased expression of specific targets characteristic of differentiated macrophages, including several chemokines and chemokine receptor genes, the complement system protein-encoding genes, lipoxygenase genes, and pro-inflammatory cytokine genes (*Il1a*, *Il6*, *Il12a*). Thus, the obtained results are consistent with the consideration of monocytes as highly specialized blood macrophage cells [24,30].

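Of the pro-inflammatory cytokine genes, Il12a had 127 ± 46.7 normalized counts in Kupffer cells and 243 ± 50.8 in monocytes (SD, n = 6 samples each), a log2 fold change of -0.98 (standard error 0.24, adjusted p = 0.00337 from limma), and the samples of the cell types overlapped. For Il1a, with 64.1 ± 36.0 and 139 ± 109 normalized counts, the log2 fold change of -0.99 (standard error 0.48) did not exceed the spread between samples, with an adjusted p of 0.0904. The adjusted p of Il1a was 0.0302 with samples rescaled to the median of all genes, 0.014 after quantile normalization and 0.0473 without monocyte sample 2, within a range of 0.014 to 0.188 over the alternatives. Il1b, one of the 5 genes that varied most between Kupffer cell samples among genes over the median level, was not distinguishable between the cell types (log2 fold change -0.65, adjusted p = 0.12), but was called lower in Kupffer cells under rescaling to the median (adjusted p = 0.0225), after quantile normalization (0.0381) and without Kupffer cell sample 2 (0.0169), within a range of 0.0169 to 0.251.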

The upregulated levels of transcription observed in Kupffer cells for a particular set of genes reflect the involvement of these genes in maintaining normal liver homeostasis. 

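Kng1, the kininogen gene, had 572 ± 217 normalized counts in Kupffer cells (SD, n = 6 samples) and Crp, the gene of C-reactive protein, had 479 ± 138. Both were at the background in all 6 monocyte samples, so Kng1 was at least 31.4-fold higher in Kupffer cells (adjusted p = 7.28e-08 from limma) and Crp at least 27.0-fold (adjusted p = 6.69e-08). Across Kupffer cell samples C6 ranged from 197 to 759 normalized counts, C9 from 815 to 2909 and C2 from 281 to 499. Retnla went the other way: its lowest monocyte sample had 14149 normalized counts.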

The relevant metabolic pathways include specific patterns of microcirculatory blood flow regulation, characteristic of hepatic microenvironments (*iNOs, Flt1*, *Kng1*), as well as liver-specific biochemical cascades (*Arg1 C2*, *C6*, *C9*, *Crp*, *Retnla*). The potential role of resident macrophages as an accessory cell type for performing basic organ functions, especially in the liver, is illustrated by high expression of specific surface markers, e.g., CD163 and CD206 (reportedly involved in haemoglobin utilization and hormone metabolism, respectively) in Kupffer cells [28,29].

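The spread between samples was compared as the SD of the log2 values of each gene. Its median over the 248 genes was 0.373 between the 6 Kupffer cell samples and 0.289 between the 6 monocyte samples, a difference of 0.0848 that did not exceed chance (exact permutation test over all assignments of the samples' deviations to 2 groups of 6, two-sided, p = 0.258). Among the 196 genes above the background in at least 6 of 12 samples the difference was 0.147 (same test, p = 0.00866), and after quantile normalization 0.152 (p = 0.00649, exact permutation test). The p ranged from 0.00649 to 0.439 over the alternatives. 184 genes were above the background in all 6 Kupffer cell samples, and the highest sample had a median of 1.99 times the lowest. Of the genes whose mean in Kupffer cells was over the median of all genes, Cxcl9 had the largest SD (1.25 on the log2 scale), followed by Oasl1 (1.10), Il1r1 (1.03), Ifit1 (0.96) and Il1b (0.85). Cxcl9 stood at 801 normalized counts in Kupffer cell sample 4 and at 78.0 in the lowest sample. Oasl1 and Ifit1, both induced by interferon, were above all monocyte samples in every Kupffer cell sample, Oasl1 with a log2 fold change of 1.38 (adjusted p = 0.0103 from limma; 0.0657 after quantile normalization, within a range of 0.00648 to 0.0657 over the alternatives) and Ifit1 with one of 1.53 (adjusted p = 0.00311).

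**Figure D3:**
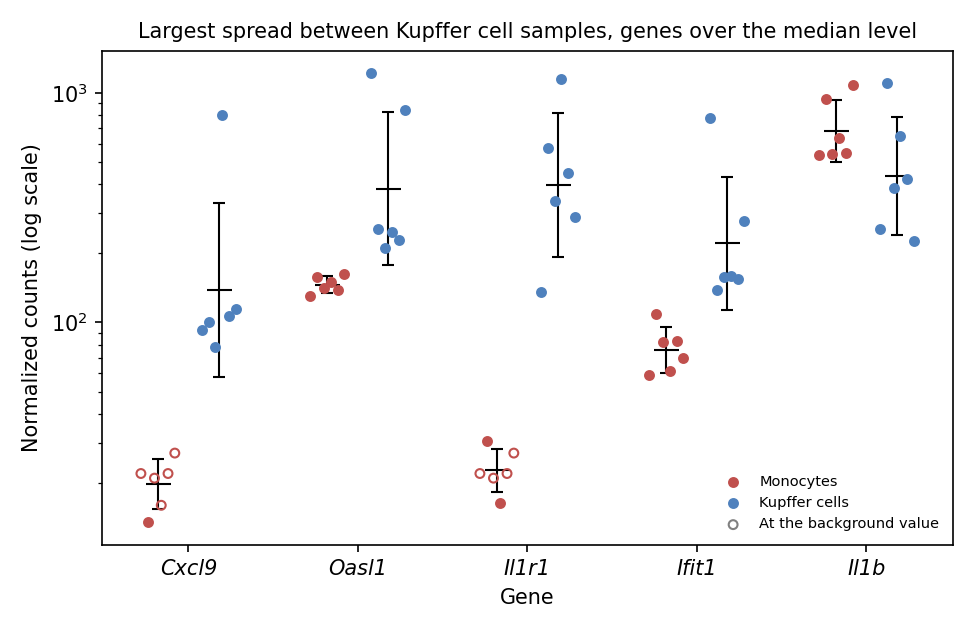
Normalized counts (log scale) of the 5 genes with the largest spread between Kupffer cell samples among genes over the median level (blue, n = 6), with the monocyte samples (red, n = 6); open circles are samples at the background, and lines are geometric means with 1 SD of the log values. A single Kupffer cell sample stands above the other 5 in Cxcl9, and 2 stand above the other 4 in Oasl1.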

Notably, by studying the expression profile using nanostring in Kupffer cells obtained from different animals, some heterogeneity in the expression of several genes was revealed. At the same time, Kupffer cells had a similar immunophenotype, and most of the genes expressed in the group were homogenous. Presumably, different expression levels of the same genes reflect the functional and phenotypic heterogeneity of macrophages in general and Kupffer cells in particular [31].

The data obtained by the proteomic analysis were consistent with these observations. Kupffer cells were found to be more oriented to metabolic processes, such as transport, lipid metabolism, and energy metabolism compared to monocytes. In addition, the Kupffer cell proteome is enriched with proteins associated with mitochondria and energy metabolism. It is well known that energy metabolism is closely related to the activity of macrophages. Increased level of oxidative phosphorylation is characteristic of the energy metabolism of M2 macrophages, while M1 macrophages show increased levels of glycolysis and reduced oxygen consumption rates [32,33].

miRNAs play a significant role in the regulation of intracellular processes and control gene expression at the post-transcriptional level [34]. However, the number of studies about the role of miRNAs in the regulation of macrophage activity is limited. We firstly identify high levels of expression of liver-specific miR-122 in resident macrophages of the liver. High levels of expression of miR-122 in hepatocytes [35], as well as its key role in maintaining liver homeostasis and its anti-inflammatory activity [36,37], were demonstrated previously by other authors. Data on the role of other miRNAs in the regulation of macrophage activity are contradictory [38,39]. However, a number of studies show that let-7 family miRNAs, such as let-7b/c/d/e, contributed to the formation of an anti-inflammatory (alternative) macrophage phenotype [40,41]. According to the results of the current study, let-7b/c/d/e miRNAs were expressed at a higher level in Kupffer cells. We also found increased expression of miR-1224 miRNA, which is involved in the regulation of HGF synthesis, in resident macrophages of the liver [42]. As for the remaining miRNAs, the increased expression of which we observed in Kupffer cells, their roles in the regulation of macrophage activity remain unknown and needs further research. Bioinformatics analysis shows that some of these genes may be involved in cytokine signalling and TNFa cascade.

Thus, the profile of microRNAs expressed by resident macrophages of the liver partially reflects their organ specificity and participation in both the maintenance of liver homeostasis (high expression of miR-122) and anti-inflammatory functional activity (high expression of let-7b/c/d /e).

The phenomenon of polarization of macrophages towards the regulation of homeostasis of organs under varying conditions linked the life-long coexistence of the two macrophage lineages in mammals with the M1/M2 paradigm of macrophage function [43]. The initially introduced model of the alternatively polarized macrophage functional types has undergone substantive changes. Polar M1 and M2 phenotypes are currently viewed as extreme points of the continuous spectrum of functional types of macrophages. Accordingly, the search for specific markers of the M1 or M2 phenotype should be fine-tuned and updated [3].

Analysis of data obtained in this study shows that Kupffer cells of the liver and blood monocytes substantially differ in gene expression profiles; however, the observed differences do not strictly correspond to the M1/M2 paradigm. For instance, it is accepted that the M1 phenotype is specifically marked by high expression levels of *iNOs* and *STAT1*, whereas the M2-phenotype is typically accompanied by upregulated expression of certain chemokines (*Ccl17*, *Ccl24*, *Retnla*)*,* as well as *Arg1*, *STAT3*, and *STAT6* [2]. 

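Nos2, the gene of iNOS, had 42.8 ± 13.0 normalized counts in Kupffer cells (SD, n = 6 samples). In monocytes 5 of 6 samples were at the background, and the other stood at 13.5. Its log2 fold change was 1.02 (standard error 0.22, adjusted p = 0.00145 from limma), and the lowest Kupffer cell sample, at 25.6, lay under the highest background value in monocytes, 27. Leaving out each sample in turn kept the log2 fold change of Nos2 between 0.92 and 1.15.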

By applying the recently developed nanostring approach we demonstrated that, in comparison to blood monocytes, Kupffer cells have significantly higher levels of expression for both *Arg1* and *iNOs*; this finding was confirmed by RT-PCR and western blot analysis for the corresponding proteins. At the same time, *Ccl17* and *Ccl24* transcription was more intense in monocytes, and no significant differences in expression between monocytes and Kupffer cells were observed for *STAT1* and *STAT3*. Therefore, it would be incorrect to decisively assign monocytes and Kupffer cells to M1 and M2 phenotypes, respectively.

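Ccl24 had 129 ± 54.9 normalized counts in Kupffer cells and 830.4 ± 236 in monocytes (SD, n = 6 samples each), a log2 fold change of -2.73 (standard error 0.27, adjusted p = 1.07e-06 from limma). Ccl17 had 36.3 ± 6.88 normalized counts in monocytes and was at the background in all 6 Kupffer cell samples, at least 1.80-fold lower (adjusted p = 4.66e-06). Stat3 had 1290.2 ± 86.7 normalized counts in Kupffer cells and 1029 ± 112 in monocytes, a log2 fold change of 0.33 (standard error 0.11, adjusted p = 0.0246). The call of Stat3 was lost under 3 of the 4 other scalings of the samples, with adjusted p of 0.149, 0.618 and 0.0615, and without any one of monocyte samples 1, 4 and 6, where the highest adjusted p was 0.0571; its adjusted p ranged from 0.00936 to 0.618 over the alternatives. From Arg1 and Nos2, higher in Kupffer cells, and Ccl17 and Ccl24, higher in monocytes, with no significant difference for Stat3 by its analysis, the paper concludes that the cell types cannot be decisively assigned to the M1 and M2 phenotypes.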

## 4. Materials and Methods

The animals were anesthetized with ether, the livers were perfused with phosphate buffered saline (PBS) via a vena porta, removed, and minced with scissors. The cells were isolated by enzymatic digestion with collagenases type I and IV (PanEco, Moscow, Russia) at 37 °C for 30 min, filtered through a 100 µm nylon filter (SPL Life Science, Geumgang-ro, Korea), and washed twice. The resulting cell pellets were resuspended in 30 mL PBS and centrifuged at 50× *g* for 3 min; parenchymal cells of the liver were collected in the pellet, whereas non-parenchymal cells remained in the supernatant, which was subjected to gradient centrifugation on Lympholyte-M (Cedarlane, Burlington, ON, Canada) at 1200× *g* for 20 min at room temperature yielding a fraction predominantly composed of Kupffer cells. The cells subsequently underwent immunomagnetic sorting on a manual MidiMACS™ Separator by using LS Columns (Miltenyi Biotec, Bergisch Gladbach, Germany) and magnetic beads (Anti-F4/80 MicroBeadsUltraPure; Miltenyi Biotec, Bergisch Gladbach, Germany) in accordance with the manufacturer’s protocols. For each sample, Kupffer cells from 5 mice were pooled.

### 4.1. Isolation of Kupffer Cells

The animals were anesthetized with ether, the livers were perfused with phosphate buffered saline (PBS) via vena porta, removed and minced with scissors. The cells were isolated by enzymatic digestion with collagenases type I and IV (PanEco, Moscow, Russia) at 37 °C for 30 min, filtered through a 100 µm nylon filter (SPL Life Science, Geumgang-ro, Korea) and washed twice. The resulting cell pellets were resuspended 30 mL of PBS and centrifuged at 50× *g* for 3 min: parenchymal cells of the liver were collected in the pellet whereas non-parenchymal cells remained in the supernatant, which was subjected to gradient centrifugation on Lympholyte-M (Cedarlane, Burlington, ON, Canada) at 1200× *g* for 20 min (room temperature) yielding a fraction predominantly composed of Kupffer cells. The cells subsequently underwent immunomagnetic sorting on a manual MidiMACS™ Separator by using LS Columns (Miltenyi Biotec, Bergisch Gladbach, Germany) and magnetic beads Anti-F4/80 MicroBeadsUltraPure (Miltenyi Biotec, Bergisch Gladbach, Germany) in accordance with the manufacturer’s protocols. For each sample, Kupffer cells from 5 mice were pooled.

### 4.2. Isolation of Monocytes

The monocytes isolation procedure was based on magnetic sorting with antibodies to F4/80 [44]. Blood was collected from mice, mixed in a 1:1 proportion with Hank’s Balanced Salt Solution containing 1000 ME/mL of heparin, and separated by gradient centrifugation using Ficoll (PanEco, Moscow, Russia) at 400× *g* for 30 min at 4 °C. The fraction of mononuclear cells was collected and washed twice. The cells underwent immunomagnetic sorting on a manual MidiMACS™ Separator by using LS Columns (Miltenyi Biotec, Bergisch Gladbach, Germany) and magnetic beads (Anti-F4/80 MicroBeadsUltraPure; Miltenyi Biotec, Bergisch Gladbach, Germany) in accordance with the manufacturer’s protocols. For each sample, monocytes from 5 mice were pooled.

### 4.3. Flow Cytometry Assay

For flow cytometry sampling, sorted cells from 5 animals were pooled. For intracellular marker staining, the cells were processed using InsideStainKit (Miltenyi Biotec, Bergisch Gladbach, Germany) in accordance with the manufacturer’s recommendations. For surface immunophenotype marker staining, the cells were resuspended in PBS (1 × 10^5^ cells in 100 µL). Antibodies with the corresponding serotype controls are listed in Table 1. Analysis was performed on a Cytomics FC 500 flow cytometer (BeckmanCoulter, Indianapolis, IN, USA) with the CXP program (Beckman Coulter, Indianapolis, IN, USA). The sorted cells were gated based on their forward and side scatter properties. The main cell population was placed in the region of interest, excluding debris. 

Immunophenotyping was accomplished by gating the main cellular pool after magnetic sorting (see the FS vs. SS dot plots; Figure 1A,B with similar region of interests for monocytes and Kupffer cells) and subsequent staining for the relevant markers (Ly6/C, CD68, CD163, CD86, CD206, CD86, CD11b, and F4/80). The flow cytometry assay was originally focused on the proportions of positive monocytes as compared with Kupffer cells for each of the studied markers. The proportion of negative cells was determined in relation to the isotype controls, performed for each sample. Quadrant axes on dot-plots were also set according to isotype controls.

### 4.4. Immunocytochemistry Assay

The expression of various markers was estimated by overnight staining of monocytes and macrophages with antibodies to CD68, CD86, CD206 (1:100, Abcam, Bristol, UK), CD11b, and CD163 (1:100, Santa Cruz, Dallas, TX, USA). Thereafter, cells were washed thrice and incubated with secondary antibodies conjugated with FITC (1:200, Abcam) for 1 h, the nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (Sigma-Aldrich, Darmstadt, Germany) as described previously [45]. Immunostaining analysis was performed with a Leica DM 4000 B fluorescent microscope and LAS AF software (Leica Microsystems, Wetzlar, Germany).

### 4.5. Nanostring Gene Expression Assay and Target Analysis

For the nanostring gene expression assay sampling, sorted cells from 4 to 5 animals were pooled. The RNA was isolated from cells by using RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) with additional purification and concentration with RNA Clean& Concentrator (Zymo Research Irvine, CA, USA).

Nanostring technology allows one to receive a signal from a sample, not relative to another—for example, with array CGH (also put on chips, but external control is required), or with sequencing (mapped to a ref genome), but simply measures the fluorescent signal and unambiguously links its magnitude with a specific target gene. The manufacturer provides eight NEG and six POS controls on the chip. The manufacturer does not disclose in detail and does not describe what it uses as these controls. The panel we use nCounter_Mouse_Inflammation_V2_Panel also contains 6 genes (Cltc, Gapdh, Gusb, Hprt, Pgk1, Tubb5), the data from which are used for normalization of results. We started by evaluating the general assay performance using Quality Control (QC) metrics recorded in the nCounter data files (RCC files). Afterward, we performed background correction and data normalization followed by another round of data QC. Finally, we assessed the resulting ratios, fold-changes and differential expression. First, all QC metrics were checked: Imaging QC, Binding Density QC, Positive Control Linearity, Limit of Detection. The last two were calculated based on the POS control data. NSolver Analysis Software 4.0, when processing our data, confirmed that all QCs were within the manufacturer’s recommended values. Next, we set the background threshold to the max of NEG Control.

Standard normalization uses a combination of Positive Control Normalization, which uses synthetic positive control targets, and CodeSet Content Normalization, which uses housekeeping genes, to apply a sample-specific correction factor to all the target probes within that sample lane. In both cases, geometric mean normalization was chosen. Next, we grouped our data into piles, six samples of monocytes were assigned to one group, six samples of Kupffer cells, respectively, to the second. Further, we grouped our data as follows: six samples of monocytes (MNCs) were assigned to one group, six samples of Kupffer cells (KCs), respectively, to the second. nSolver Analysis Software 4.0 gave us fold-change and p-value. Next, we selected those targets whose FC is higher than 2 or less than −2. There were 84 of them (Table S4). In Table S4, we show the FC values of KCs vs MNCs, thus positive values-expression is higher in KCs, negative expression is higher in MNCs.

To confirm the nanostring data, 12 genes were selected, the expression of which was studied using Real-Time Polymerase Chain Reaction (RT-PCR), these data are presented in Figure 2B. Indeed, it is not clear from the heatmaps that the expression of the complement protein genes differed by more than 15 times, therefore, we provide the table of the nanostring data with differential genes expression (please see Table S4), on the basis of which the heatmaps were depicted. The inflammation-related gene expression and miRNA expression were measured in an nCounter FLEX Analysis System using an nCounter Mouse Inflammation V2 panel and Mouse miRNA V 1.5 panel.

The data were processed in nSolver Analysis Software 4.0. MiRNA target prediction was based on Targetscan [46,47], miRNet [48] using KEGG for clustering analysis.

### 4.6. Real-Time Polymerase Chain Reaction (RT PCR) Gene Expression Assay

To confirm the nanostring data 12 mRNAs and 7 miRNAs were selected. Total RNA was isolated from cells using an RNeasy Plus Mini Kit (Qiagen, Hilden, Germany); the corresponding cDNA was synthesized by using an MMLV RT kit (Evrogen, Moscow, Russia). The polymerase chain reactions were set in duplicates with qPCRmix-HS SYBR master mixes containing Sybr Green I dye (Evrogen, Moscow, Russia). The target-specific primers (Table 2) were designed by using the Primer-BLAST tool (NCBI, USA) in accordance with general rules and custom ordered from Evrogen. For real-time PCR, we used primers that anneal close to or in the same place as recognized by nanostring probes.

To analyse miRNA expression, reverse transcription was performed using a miScript II RT Kit (Qiagen, Hilden, Germany). For RT-PCR, a miScript SYBR^®^ Green PCR Kit (Qiagen, Hilden, Germany) was used with the miScript Universal Primer as the reverse primer. Direct primers used in the work are shown in Table 3.

The cycler DT Prime M1 (DNA technology, Moscow, Russia) was used in the work. The expression was quantified by the threshold cycle (Ct) approach; the relative expression levels were evaluated via the algorithm proposed by M. Pfaffl [49] with *Gapdh* (in case of mRNA) and RNU6 (in case of miRNA) as a housekeeping reference target according to the formula: Gene expression ratio= (E_target_)^^C^_t_^,target^/(E_ref_)^^C^_t_^,ref^, E target and E ref are the amplification efficiencies of the target and reference gene, respectively.

### 4.7. Proteome Analysis

Samples preparation was carried out according to the previously described method [50]. MS data were collected in DDA mode. MS1 parameters were as follows: 140K resolution, 350–2000 scan range, max injection time of 35 ms, and AGC target 3 × 106. Ions were isolated with a 1.4 m/z window with 0.2 m/z offset targeting of the 10 highest intensity peaks of +1 to +6 charge and of 8x103 minimum AGC. Dynamic exclusion was set to 40 s. MS2 fragmentation was carried out in CID mode at 17.5 resolution with 28% NCE. Ions were accumulated for a max of 50 ms with target AGC 1 × 10^5^.

Raw spectra were processed using MaxQuant 1.6.6.0 (MQ) [51] and Perseus [52]. The data were searched against the Mus Musculus Uniprot database (contains 84,951 entries, including both canonical and isoforms, downloaded 23.03.18).

The MaxQuant search was performed with the default parameter set, including Trypsin/p protease specificity, max two missed cleavages, Met oxidation, and Protein N-term acetylation as variable modifications and Carbamidomethyl Cys as a fixed modification, max five modifications per peptide, 1% PSM, and protein FDR. The following options were turned on: second peptide, maxLFQ, and match between runs. All runs were analysed as independent experiments and processed in Perseus.

In Perseus, the protein group results were filtered for contaminants, reverse, and ‘identified only by site’ proteins. Only the proteins with maxLFQ values of at least 3 out of 7 LC-MS runs were used. For them, missing values were imputed from a normal distribution with 0.3 intensity distribution sigma width and 1.8 intensity distribution center downshift. A two-sample *t*-test with a permutation-based FDR of 5% was applied to search for significantly changing proteins.

Enrichment analysis was performed in DAVID [53,54] and PANTHER [55]. To correlate gene expression data from nanostring gene expression panel with proteome analysis data, we used a db2db instrument from the bioDBnet site [56]. We transformed gene symbols and protein UniProtKB IDs to the ensemble ID format and compared matched gene expression and proteins abundance in Kupffer cells and monocytes.

Correlation of miRNA targets and proteome analysis was performed using the db2db instrument. In this case miRNA targets were identified by TargetScan software with a threshold value of -1.0 with a cumulative weighted context++ score (the context++ score for a specific site is the sum of the contribution of a series of features: site type, supplementary pairing, and minimum distance, among others). For each predicted target of each miRNA, the sum of the context++ scores for the sites to that miRNA was calculated as the total context+ score.

### 4.8. Western-Blot Analysis of Protein Representation

For Western-Blot sampling, sorted cells from 5 animals were pooled. The cell pellet was lysed with 50 μL of ice-cold RIPA buffer. Thereafter, Laemmli Sample Buffer (Bio-Rad Laboratories, Inc., Hercules, CA, USA) was added with heating at 95 °C. The proteins were separated by 10%–12.5% sodium dodecyl sulphate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to a membrane as described previously [57]. After blocking membranes were stained overnight with antibodies to Arg1, iNOs, CCR7, IL6, IL10, FXYD2, ALOX12, or GAPDH (anti-Arginase I: sc-18351, 1:200; anti-NOS2:sc-651, anti-GAPDH:sc-25778, Santa Cruz, USA, anti-CCR7:ab32527, anti-IL6:ab7737, anti-IL10:ab9969, Abcam, UK), anti-FXYD2:PA5-75640, anti-ALOX12:PA5-78760, ThermoScientific, Waltham, MA, USA), washed thrice, and stained with HRP-conjugated antibodies (Bio-Rad Laboratories, Inc., Hercules, CA, USA). Bands were imaged with a Novex ECL Kit (Invitrogen, Carlsbad, CA, USA) in a ChemiDoc™ system (Bio-Rad Laboratories, Inc., Hercules, CA, USA). Densitometry analysis was carried out using ImageLab Software (Bio-Rad Laboratories, Inc., Hercules, CA, USA). GAPDH was used as a reference protein. Uncropped membranes after blotting are available in Supplementary Materials.

### 4.9. Statistical Analysis

The data were analysed by using SigmaStat 3.5 software (Systat Software Inc., San Jose, CA, USA); the relative expression levels, immunophenotype indicators, and Western-Blot densitometry for monocytes and Kupffer cells were compared by a Mann–Whitney test at the *p* ˂ 0.05 level of significance.

## 5. Conclusions

Comparison of murine blood monocytes with Kupffer cells of the liver revealed considerable differences in gene expression profiles. Conversely, these differences reflect the specific position of monocytes as an intermediate migratory cell stage in the macrophage lineage. At the proteome level, monocytes expressed a variety of proteins associated with cell adhesion, high sensitivity to the microenvironment factors, and pathogen-associated molecular patterns (PAMPs) (increased expression of *Tlr4*, *Tlr8*, and *Tlr9*), as well as the capability of subsequent differentiation (cell cycle and cell division regulatory proteins). In contrast, Kupffer cells revealed a signature more typical of mature resident macrophages. Profiles of gene expression, including microRNA genes, and protein expression in Kupffer cells reflect the involvement of these cells in the regulation of specific functions of the liver, including nitrogen metabolism, lipid metabolism, and complement system protein synthesis.

## Figures and Tables

**Figure 1:**
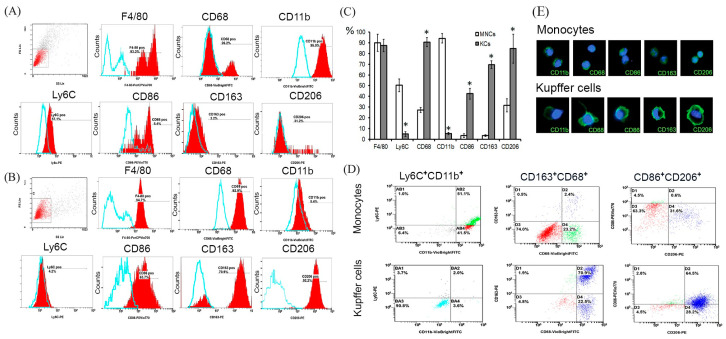
Immunophenotyping of Kupffer cells and monocytes by flow cytometry (**A**–**D**) and immunocytochemistry (**E**). Monocyte immunophenotypes (**A**,**C**,**D**,**E**), Kupffer cell immunophenotypes (**B**–**E**), the percentages of positive cells are indicated. The blue curve corresponds to the isotype control. Dot-plots of double positive cells are shown (**D**). Fluorescent microscopy images display immunostaining (FITC, green), cell nuclei are counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (blue), ×400 (**E**). Comparative analysis of markers expression in monocytes and Kupffer cells according to the flow cytometry assessment (**C**). The data are listed as mean ± standard deviation. * *p*  <  0.05 monocytes vs Kupffer cells. KCs: Kupffer cells; MNCs: monocytes.

**Figure 2:**
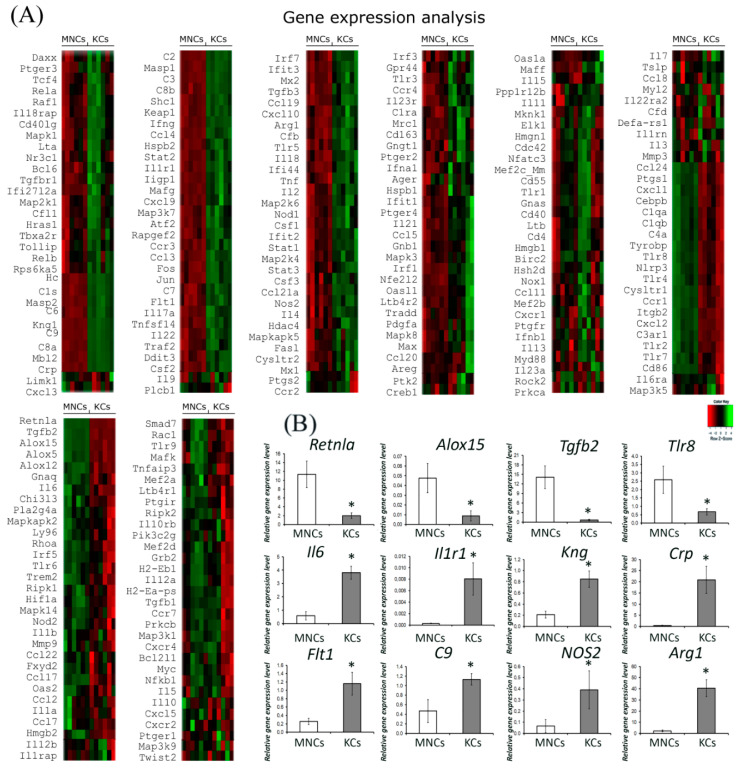
Gene expression analysis in monocytes and Kupffer. Heatmaps depict relative expression levels of inflammation-related genes (**A**). Gene expression profiles (PCR-RT) for MNCs and KCs (**B**). The data are presented as means with the bars for standard deviations. The data are listed as mean ± standard deviation. * *p*  <  0.05 monocytes vs Kupffer cells. KCs: Kupffer cells; MNCs: monocytes.

**Figure 3:**
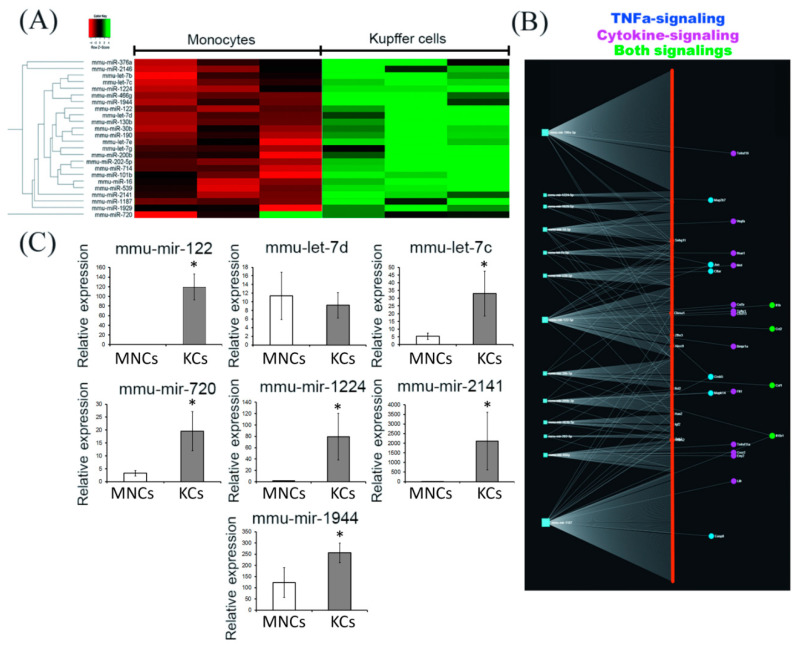
The analysis of miRNA expression in monocytes and Kupffer cells. Heatmaps depict relative expression levels of miRNAs (**A**). Full-length heatmaps are listed in Figure S3. The miRNAs with higher expression levels in Kupffer cells, are shown with their highly correlated targets that are predicted by TargetScan and miRNet. The colour labels are blue (genes of TNFa-signalling), pink (cytokine signalling), and green (both types of signalling) (**B**). miRNA expression profiles (PCR-RT) for MNCs and KCs (**C**). The data is presented as means with the bars for standard deviations. Data is listed as mean ± standard deviation. * *p*  <  0.05 monocytes vs Kupffer cells. KCs: Kupffer cells; MNCs: monocytes.

**Figure 4:**
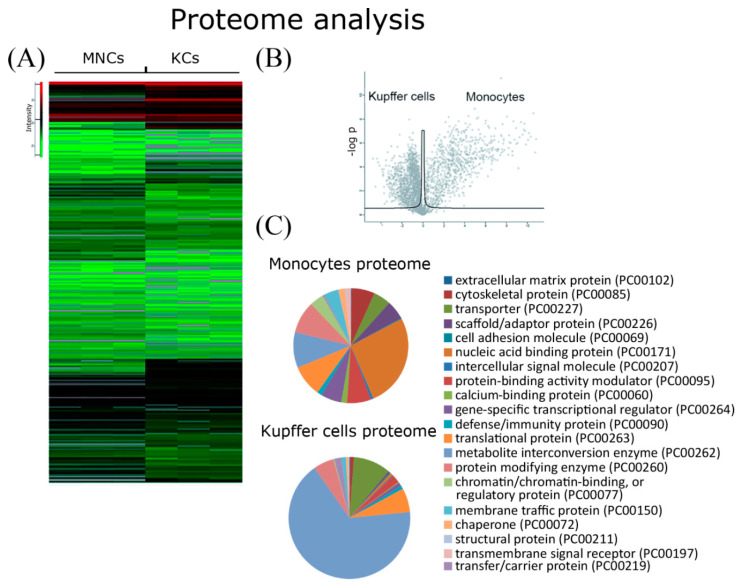
Proteome analysis for monocytes and Kupffer cells. Heatmaps presenting differentially expressed proteins (**A**). A scatter plot showing the difference in the expression of proteins associated with monocytes and Kupffer cells (**B**). Pie charts of the functional categories of the proteome for monocytes and Kupffer cells (**C**). Pie charts of the protein class categories of the proteome for monocytes and Kupffer cells are listed in Figure S4.

**Figure 5:**
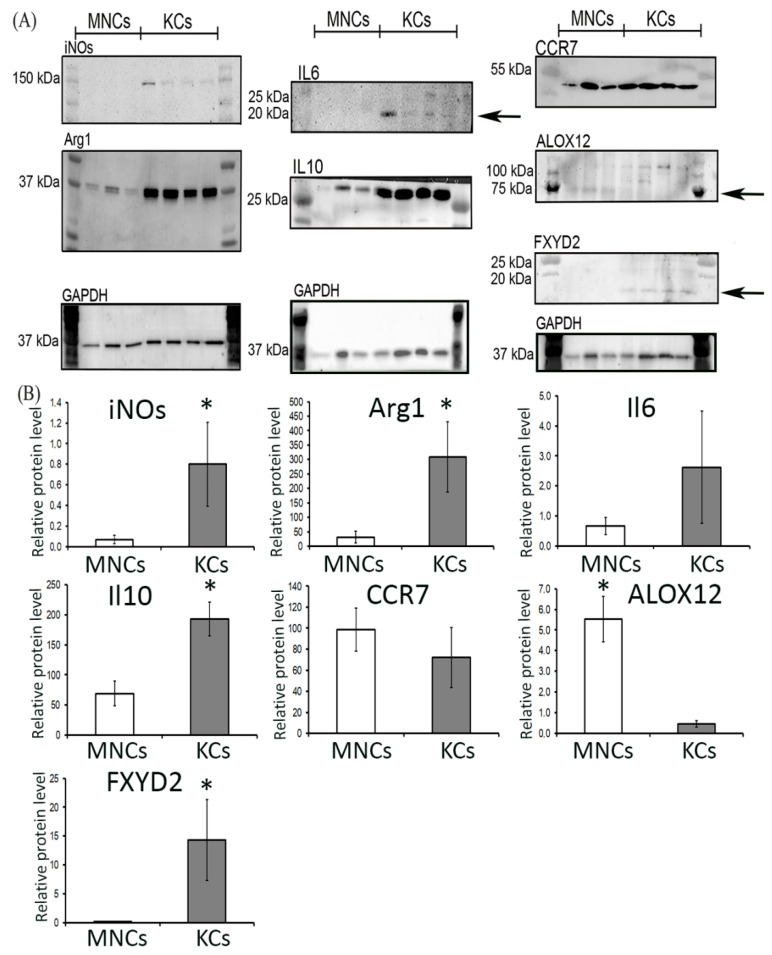
Relative protein levels of iNOs, IL6, IL10, CCR7, and Arg1 revealed by Western-Blot analysis. Representative Western-Blot membranes are shown in the panel (**A**), full-size membranes are shown in Figures S5 and S6. Visual assessment of the western blot membranes was followed by quantitative densitometry (**B**). The data is listed as mean ± standard deviation. * *p*  <  0.05 monocytes vs Kupffer cells. KCs: Kupffer cells; MNCs: monocytes.

**Table 1:** Antibodies used in the flow cytometry assay.

Antibody	Isotypic Control	Manufacturer
CD11b-VioBright FITC, mouse (clone: REA592)	REA Control-VioBright FITC	Miltenyi Biotec
CD86-PE-Vio770, mouse	Rat IgG2b-PE-Vio770	Miltenyi Biotec
Ly-6C-PE, mouse	Rat IgG2a-PE	Miltenyi Biotec
CD206 (MMR) Monoclonal Antibody (MR6F3), PE	Rat IgG2b kappa Isotype Control (eB149/10H5), PE	eBioscience™
CD163-PE (Thermo Fisher) Monoclonal Antibody	Mouse IgG1 kappa Isotype Control, PE, eBioscience™	eBioscience™
Anti-F4/80-PerCP-Vio700, mouse	REA Control-PerCP-Vio700	Miltenyi Biotec
CD68-FITC, mouse (clone: FA-11)	Rat IgG2a-FITC	Miltenyi Biotec

**Table 2:** Primers for polymerase chain reaction (PCR).

*FIZZ1 (Retnla)*	for	CCTTTCCTGAGATTCTGCCCC
	rev	CGAGTAAGCACAGGCAGTTG
*TGFb2*	for	TCCCCTCCGAAAATGCCATC
	rev	CCTCCGCTCTGGTTTTCACA
*Alox15*	for	AAGATGTAACCCACCACGTTCA
	rev	TGCCCCGATGACACAGAAAA
*Tlr8*	for	TGGTCCAGCTATAGAGCACATC
	rev	ACTGAGGGGGCATGTTTTCC
*Flt1*	for	ACAAGTCAAACCTGGAGCTGA
	rev	TGCAGAGGCTTGAACGACTT
*IL1r1*	for	GACCCCCATATCAGCGGACC
	rev	ACCGGATATTGCTTCCCCCG
*Crp*	for	GACTCGTATGGCGGTGACTT
	rev	GCTGAGTGTCCCACCAACAT
*Kng1*	for	GTGAAGCAGTAGTCCCAGCAA
	rev	CCCTCTAATCATCCCTGTGGC
*C9*	for	CCCTTGCCATCTTTGCCTTG
	rev	GTGGGTCATCGTCACAGTCA
*Il6*	for	CCACTTCACAAGTCGGAGGC
	rev	GGAGAGCATTGGAAATTGGGGT
*Arg1*	for	ACGGCAGTGGCTTTAACCTT
	rev	AGGTAGTCAGTCCCTGGCTT
*NOS2*	for	GCTGCCAGGGTCACAACTT
	rev	CCTCACATACTGTGGACGGG
*GAPDH*	for	AGGCCGGTGCTGAGTATGTC
	rev	TGCCTGCTTCACCACCTTCT

**Table 3:** Primers for microRNA PCR.

mmu-miR122-for	TGGAGTGTGACAATGGTGTTTG
mmu-let-7c-for	TGAGGTAGTAGGTTGTATGGTT
mmu-let-7d-for	AGAGGTAGTAGGTTGCATAGTT
mmu-miR-720-for	ATCTCGCTGGGGCCTCCA
mmu-miR-1224-for	GTGAGGACTGGGGAGGTGGAG
mmu-miR-1944-for	CTCTGTGCTGAATGTCAAGTTCTGATT
mmu-miR-2141-for	AGGAGGTGTCAGAAAAGTT
RNU6-for	CTCGCTTCGGCAGCACA

## Data Availability

The original contributions presented in the study are included in the article/supplementary files; further inquiries can be directed to the corresponding author/s. The data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (accession no. GSE150878, GSE150808). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [58] partner repository with the dataset identifier PXD018586.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2227-9059/8/12/627/s1. Figure S1. Flow cytometry analysis of unsorted blood samples. Representative forward and side scattering, histogram, and dot-plot are shown. The proportions of negative cells were determined in relation to the isotype controls. The percentages of positive cells are indicated. The blue curve corresponds to the isotype control. Figure S2. Flow cytometry analysis of unsorted liver stromal cells. Representative forward and side scattering, histogram, and dot-plot are shown. The proportions of negative cells were determined in relation to the isotype controls. The percentages of positive cells are indicated. The blue curve corresponds to the isotype control. Figure S3. MiRNAs expression analysis in monocytes and Kupffer cells. Full-length heatmaps are presented. Figure S4: Pie charts of the proteome from monocytes and Kupffer cells are listed in molecular function and biological processes categories according to PANTHER (http://pantherdb.org/). Sectors of the category indicate proteins that are significantly up-regulated in Kupffer cells vs monocytes and vice-versa. Figure S5. Full-size membrane after blotting of polyacrylamide gel (A, B, C). Schemes of membrane Ponceau S staining and cutting of KC (Kupffer cells) and MNCs (monocytes samples) samples are shown. After visualization of the proteins with Ponceau S membranes were cut as indicated with a dotted line and stained with mentioned antibodies. On A and B—gels were run in parallel due to the similar molecular weight of Arg1, CCR7, and GAPDH. The green arrow indicates the detected band of interest. Figure S6. Uncropped membranes after blotting of polyacrylamide gel. Table S1. List of proteins up-regulated in Kupffer cells vs monocytes and belonged to PC00262 group of proteins (metabolite interconversion enzyme) according to PANTHER (http://pantherdb.org/). Table S2. List of proteins down-regulated in Kupffer cells vs monocytes and belonged to PC00171 group of proteins (nucleic acid binding protein) according to PANTHER (http://pantherdb.org/). Table S3. Highly correlated targets of the miRNAs with higher expression levels in Kupffer cells that are predicted by miRNet. Table S4. The list of mRNAs differs more than two times in Kupffer cells. Table S5. The list of miRNAs upregulated in Kupffer cells.

# Supplementary material for: Comparative Analysis of the Transcriptome, Proteome, and miRNA Profile of Kupffer Cells and Monocytes
**Source:** Biomedicines. 2020 Dec 18;8(12):627. doi: 10.3390/biomedicines8120627
**Supplement:** Supplementary file 1

# Supplementary Materials

## COMPARATIVE ANALYSIS OF THE TRANSCRIPTOME, PROTEOME AND miRNA PROFILE OF KUPFFER CELLS AND MONOCYTES

Andrey Elchaninov<sup>1,3\*</sup>, Anastasiya Lokhonina<sup>1,3</sup>, Maria Nikitina<sup>2</sup>, Polina Vishnyakova<sup>1,3</sup>, Andrey Makarov<sup>1</sup>, Irina Arutyunyan<sup>1</sup>, Anastasiya Poltavets<sup>1</sup>, Evgeniya Kananykhina<sup>2</sup>, Sergey Kovalchuk<sup>4</sup>, Evgeny Karpulevich<sup>5,6</sup>, Galina Bolshakova<sup>2</sup>, Gennady Sukhikh<sup>1</sup>, Timur Fatkhudinov<sup>2,3</sup>

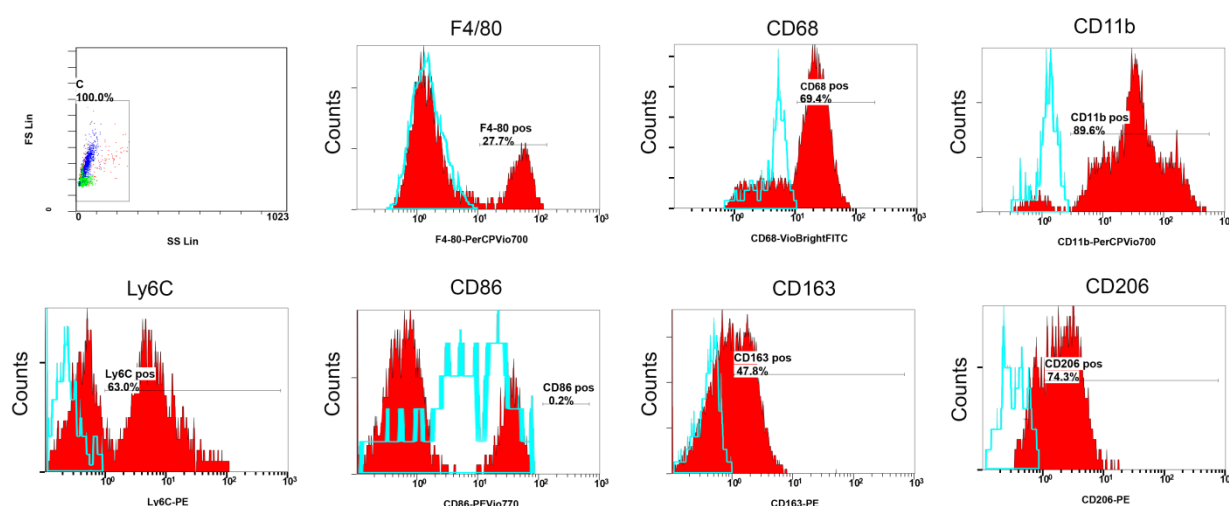

Figure S1. Flow cytometry analysis of unsorted blood sample. Representative forward, side scattering and histogram are shown. The proportions of negative cells were determined in relation to the isotype controls. The percentages of positive cells are indicated. The blue curve corresponds to the isotype control.

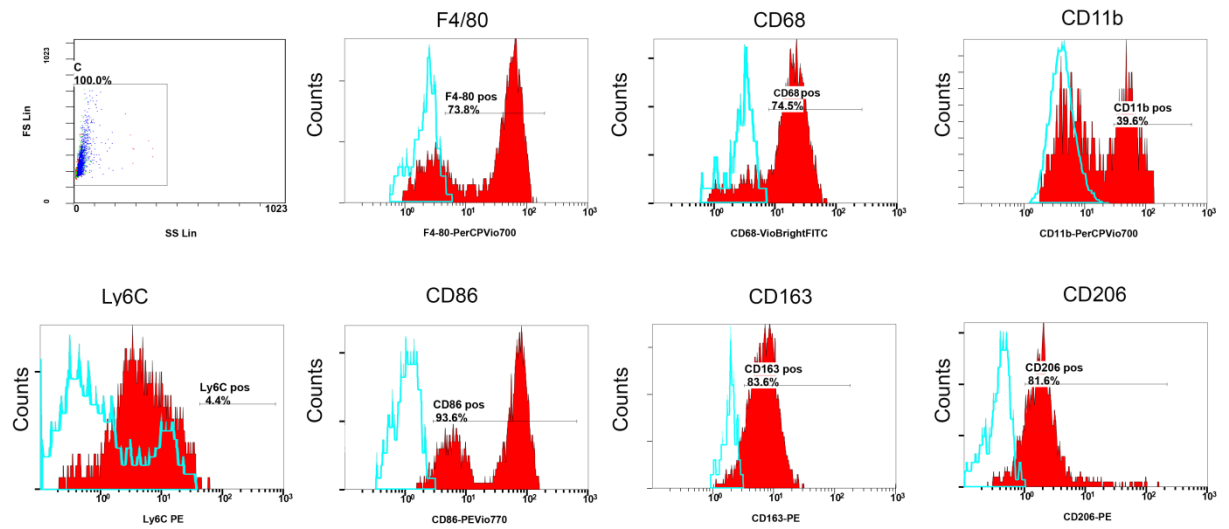

Figure S2. Flow cytometry analysis of unsorted liver stromal cells. Representative forward, side scattering and histogram are shown. The proportions of negative cells were determined in relation to the isotype controls. The percentages of positive cells are indicated. The blue curve corresponds to the isotype control.

# microRNA profile

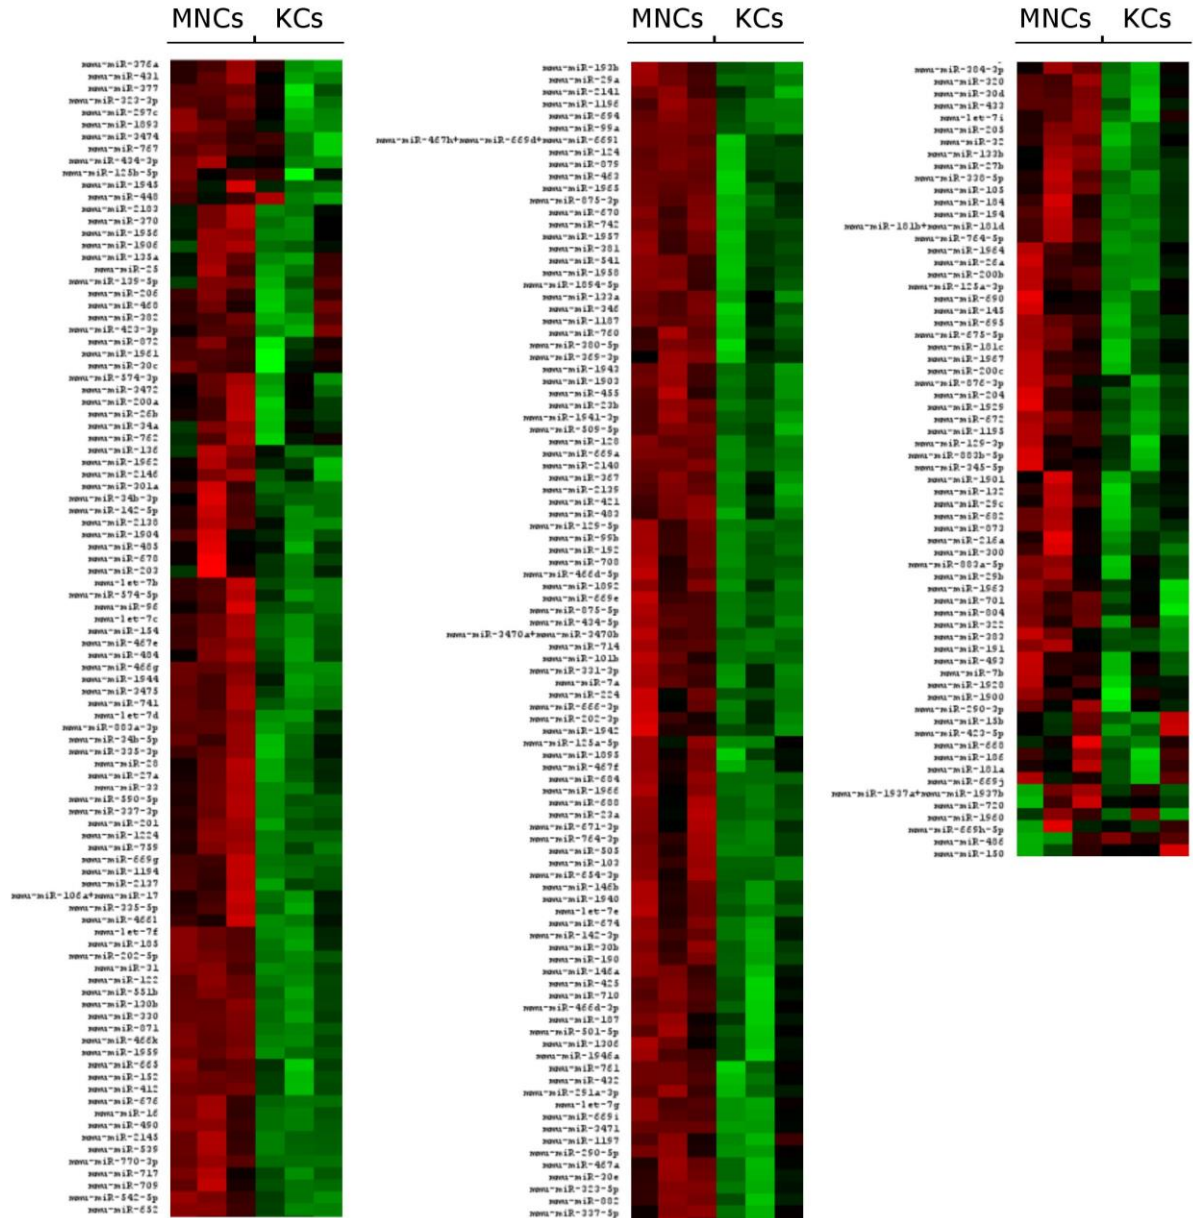

Figure S3. MiRNAs expression analysis in monocytes and Kupffer cells. Full-length of heatmaps are presented.

## Monocytes proteome

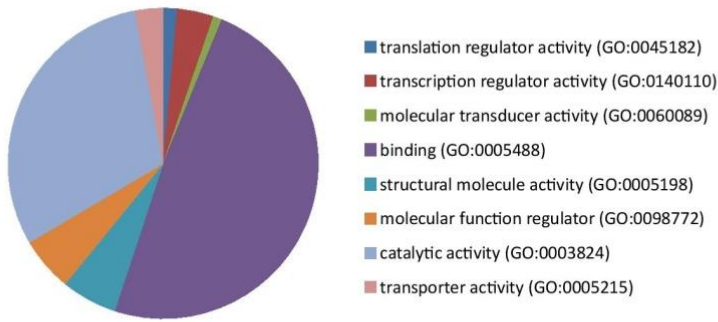

## Kupffer cells proteome

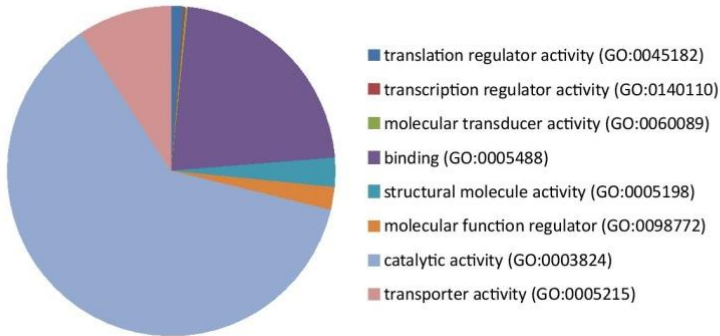

## Monocytes proteome

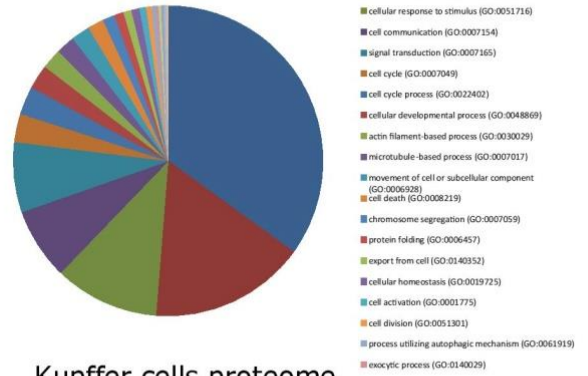

## Kupffer cells proteome

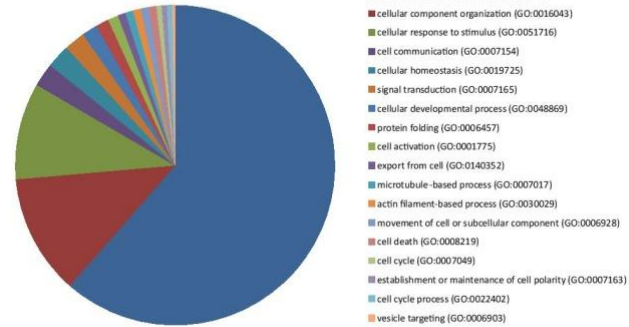

Figure S4: Pie charts of the proteome from monocytes and Kupffer cells are listed according to molecular function and biological processes categories according to PANTHER (<http://pantherdb.org/>). Sectors of the category indicate proteins that are significantly up-regulated in Kupffer cells vs monocytes and vice versa.

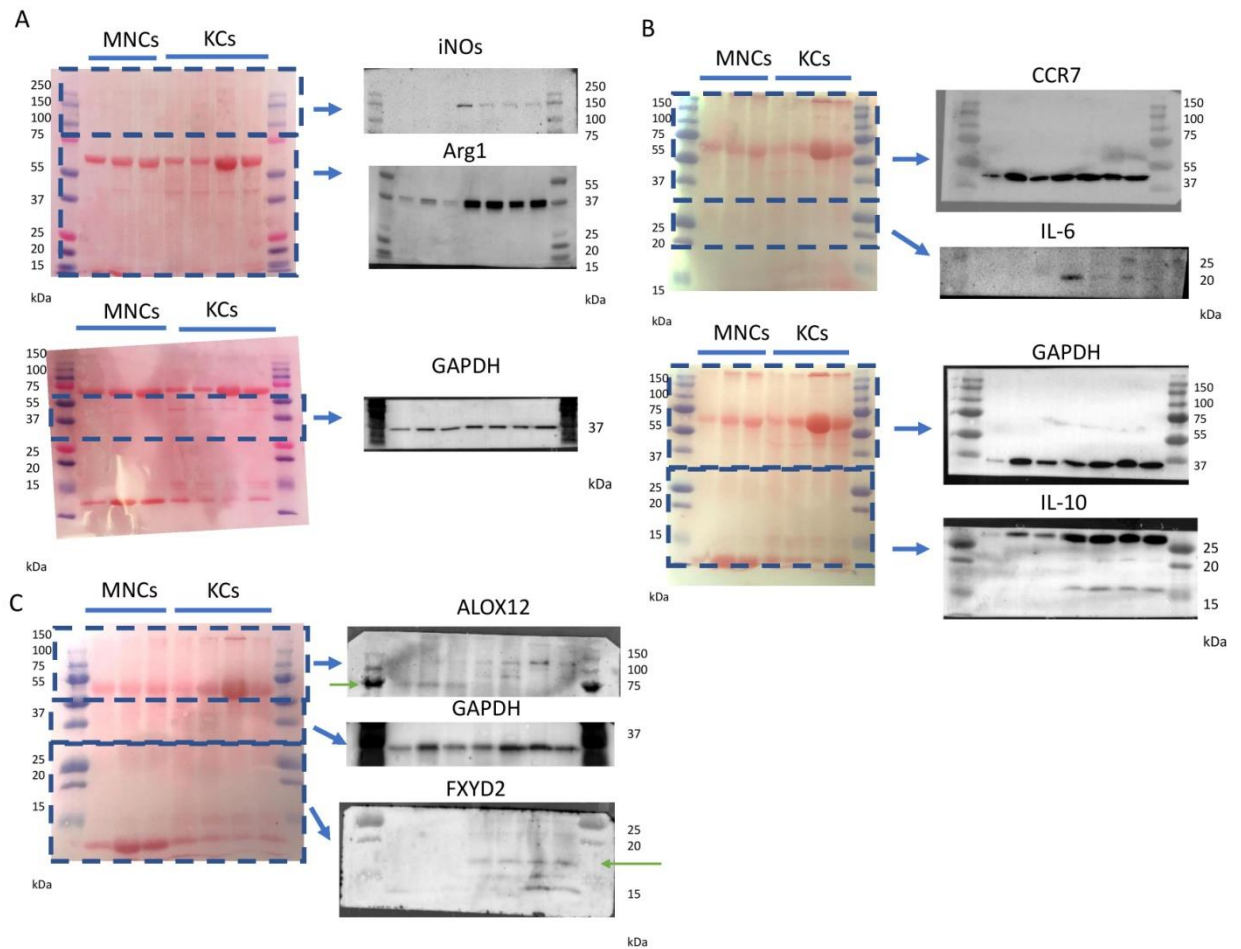

Figure S5. Full-size membrane after blotting of polyacrylamide gel (A, B, C). Schemes of membrane Ponceau S staining and cutting of KC (Kupffer cells) and MNCs (monocytes samples) samples are shown. After visualization of the proteins with Ponceau S membranes were cut as indicated with a dotted line and stained with mentioned antibodies. On A and B – gels were run in parallel due to the similar molecular weight of Arg1, CCR7 and GAPDH. Green arrow indicates the detected band of interest.

ALOX2

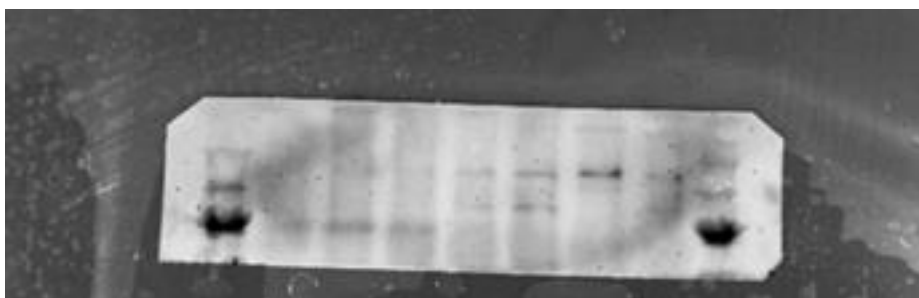

Arginase1

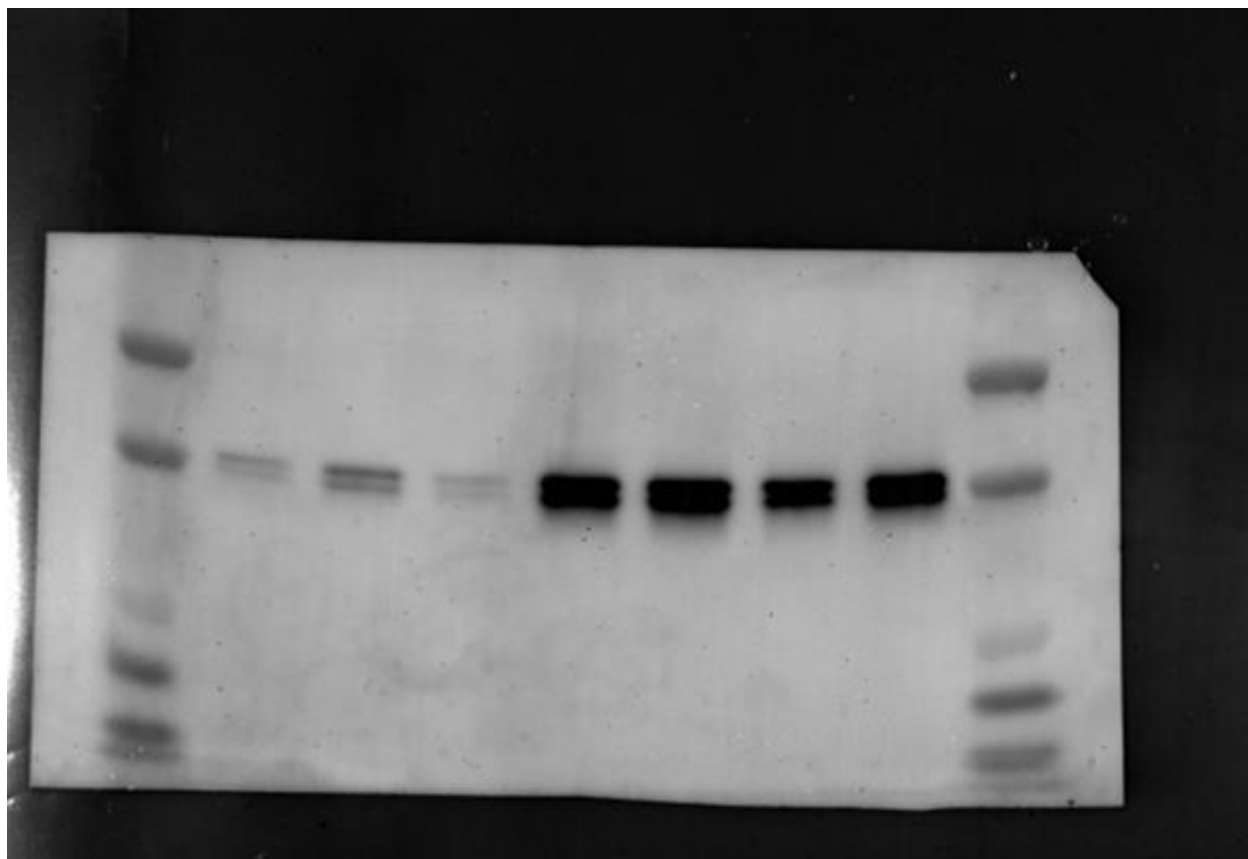

CCR7

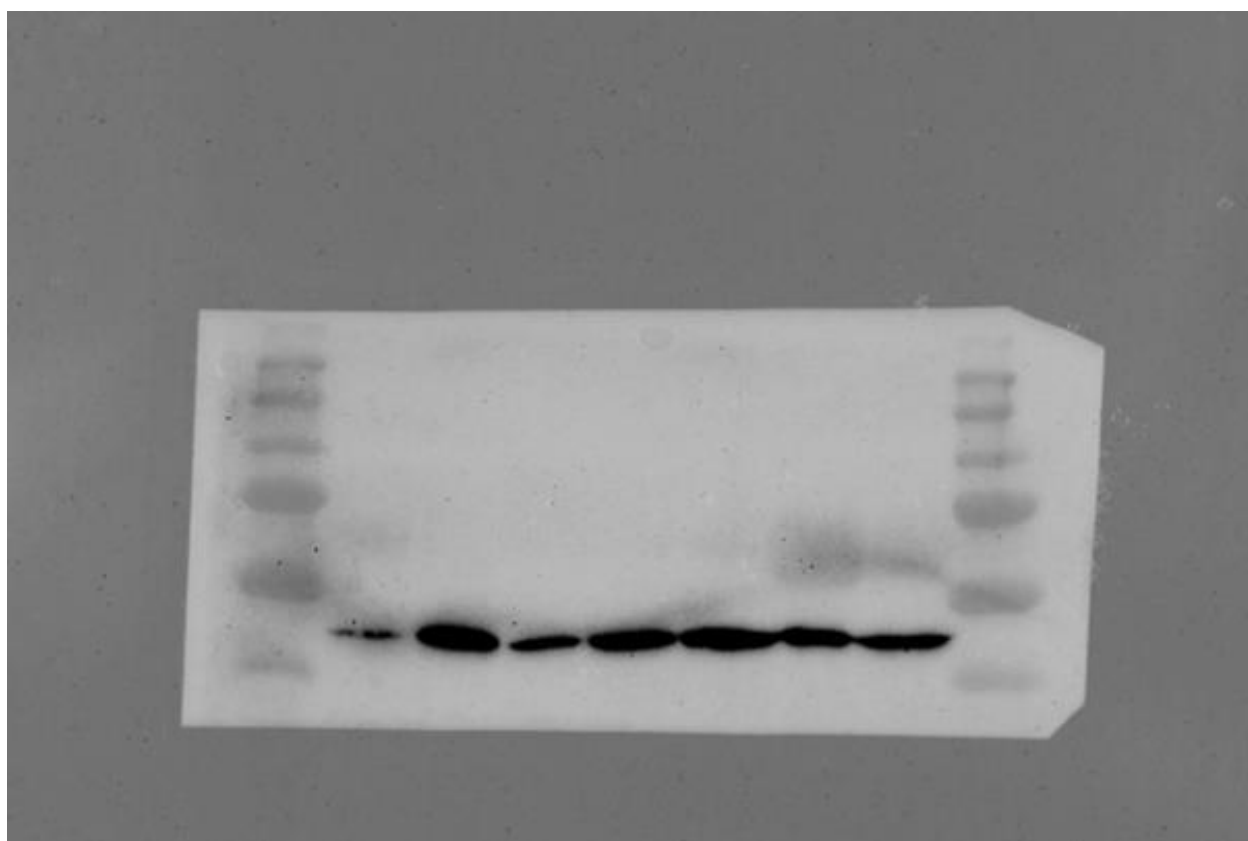

FXVD2

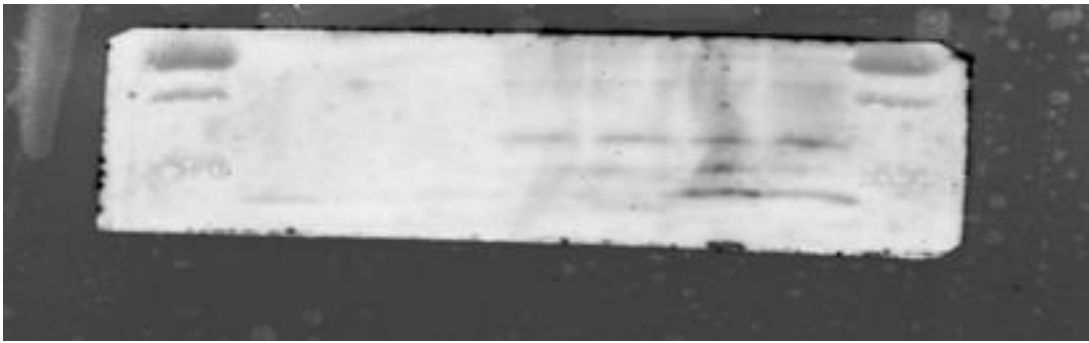

IL6

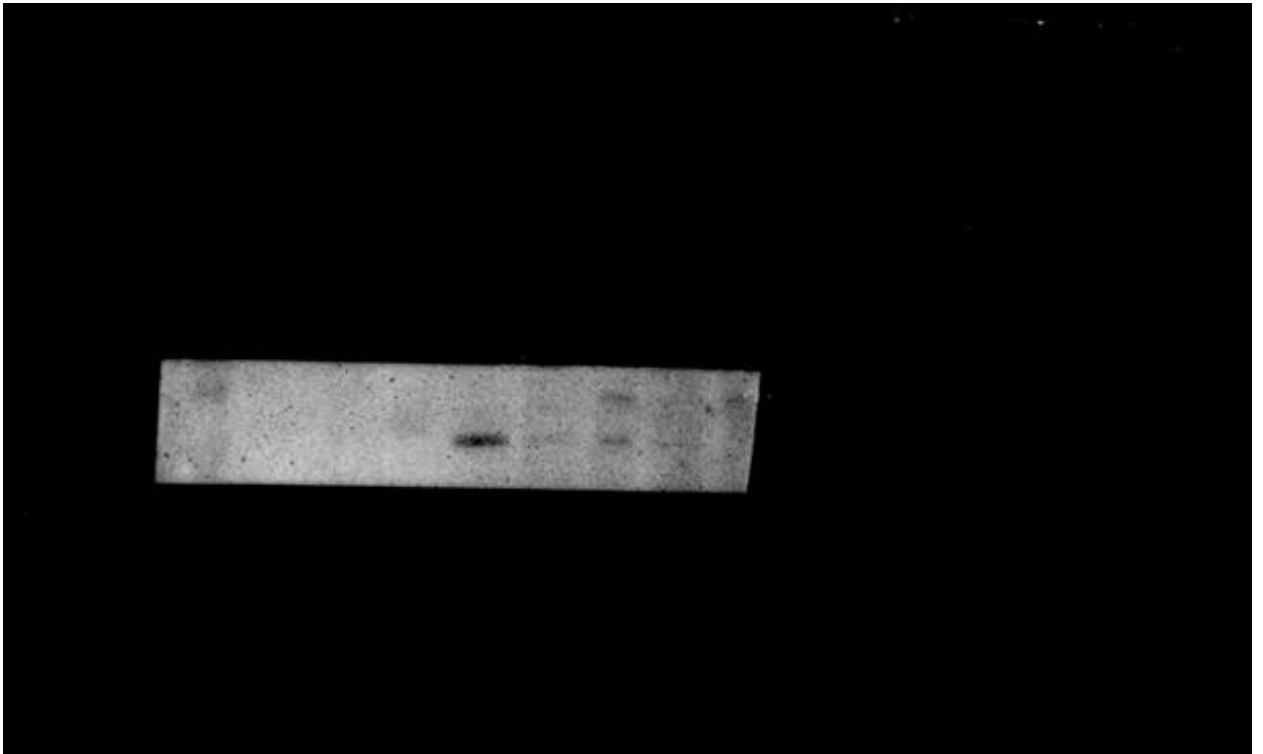

IL10

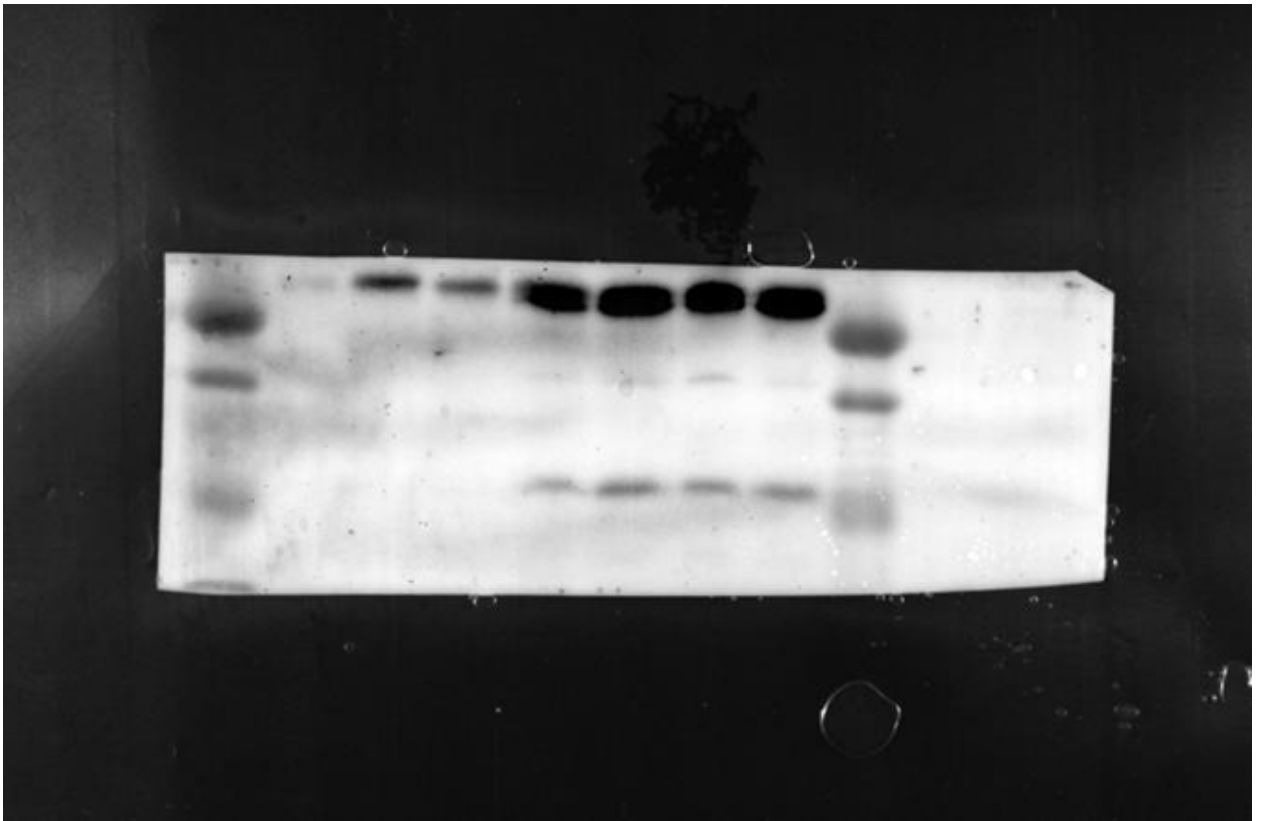

NOS2

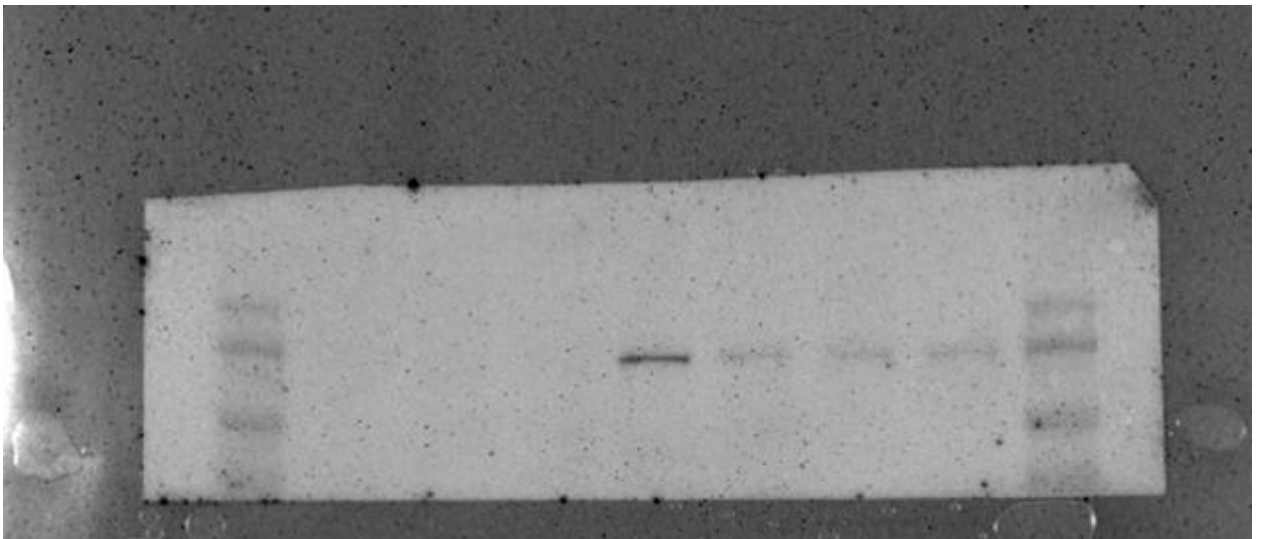

GAPDH

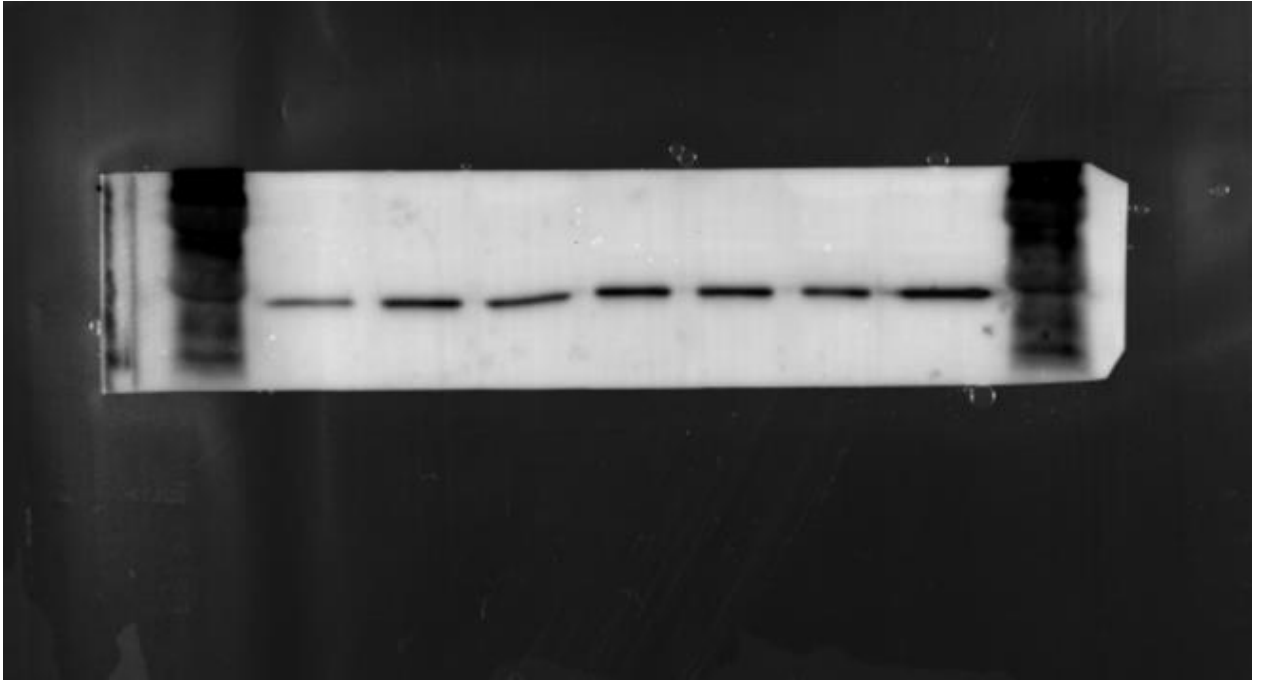

GAPDH

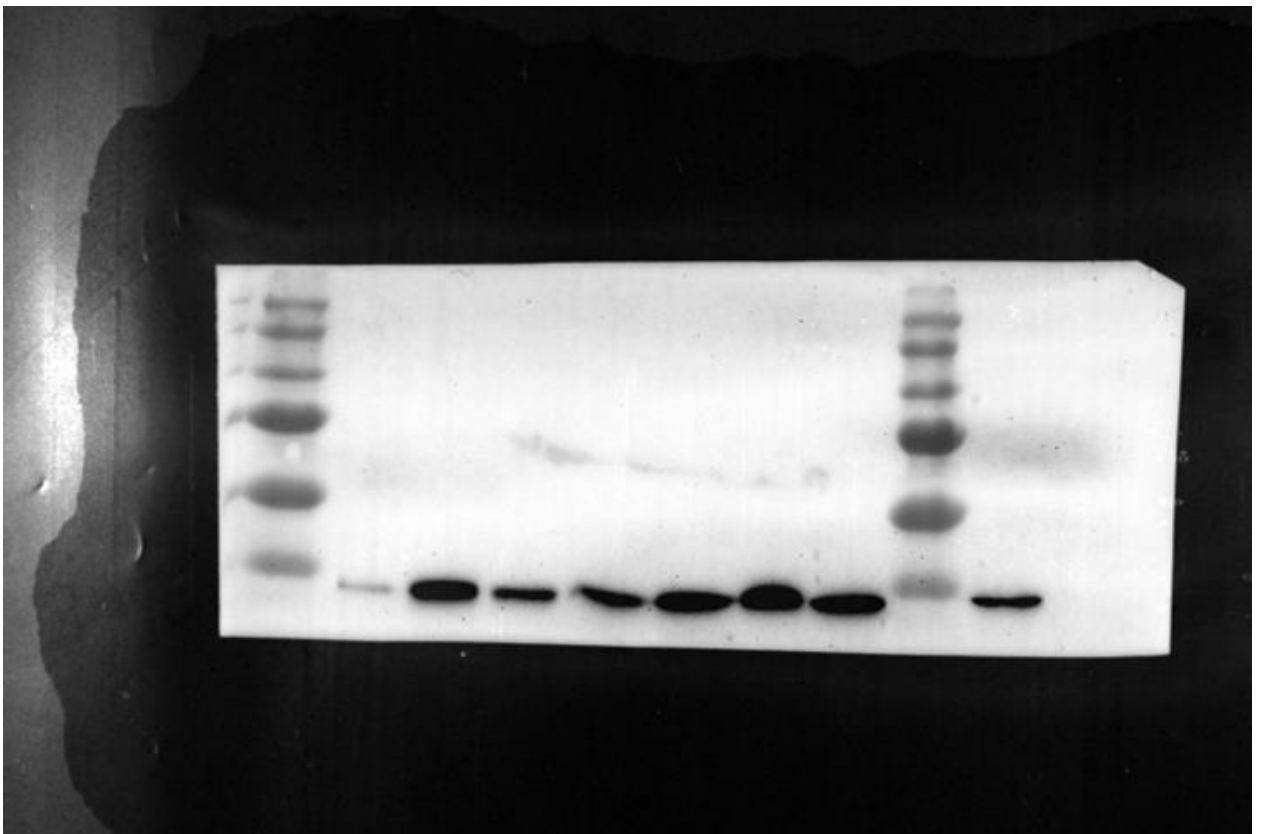

GAPDH

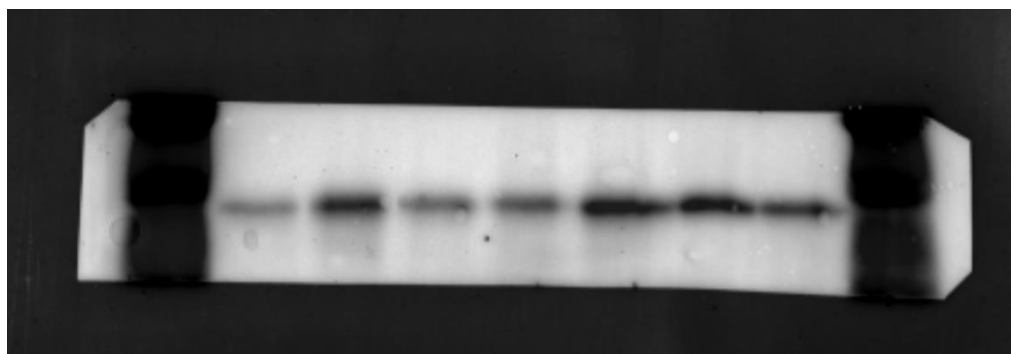

Figure S6. Uncropped membrane after blotting of polyacrylamide gel.

Table S1. List of proteins up-regulated in Kupffer cells vs monocytes and belonged to PC00262 group of proteins (metabolite interconversion enzyme) according to PANTHER (<http://pantherdb.org/>).

Table S2. List of proteins down-regulated in Kupffer cells vs monocytes and belonged to PC00171 group of proteins (nucleic acid binding protein) according to PANTHER (<http://pantherdb.org/>).

Table S3. Highly correlated targets of the miRNAs with higher expression levels in Kupffer cells that are predicted by miRNet.

Table S4. The list of mRNAs differ more than 2 times in Kupffer cells

Table S5. The list of miRNAs upregulated in Kupffer cells

How the deposited data were processed for this re-analysis (not part of the article)

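The expression of inflammation-related genes was measured by the nanostring approach (nCounter Mouse Inflammation V2 panel) in 6 samples of blood monocytes and 6 samples of Kupffer cells, each a pool of sorted cells from several mice. The deposited values are a signal per gene and sample: counts of colour-coded reporter molecules that the authors normalized in nSolver 4.0, multiplying each lane by 1 factor from the positive controls and from the housekeeping genes, in both cases by geometric means. The authors set the background threshold to the highest of the 8 negative controls of the lane, and the deposited values hold that count for every gene under it, not multiplied by the factor. In monocyte lanes with a factor under 1, they appear to hold it also for genes whose multiplied count fell under it. The sample names in the table gave cell type and replicate number, and no column belonged to any other sample. The 248 genes were tested; 4 housekeeping genes, 8 negative and 6 positive control probes were kept apart. Of the 252 gene names, 245 matched an annotation of GRCm38.p6 by symbol and 6 by an older symbol, which served only for names and for which genes neighbour each other.
The factor of each lane was found as the step of which all values above the background are whole multiples within 0.02, which held for all such values in each of the 12 lanes. It gave the counted molecules per sample and the background on the normalized scale. Since values at the background had not been multiplied, the table was not turned back into counts, and no count model was used. The precision is set by the 6 samples per cell type and, for low genes, by the background: of the 248 genes, 160 were above it in all 12 samples and 13 at it in all 12.
Differences were tested on log2(value + 1) with limma 3.58.1 in R 4.3.3 (a linear model of the 12 samples in 2 groups with moderated variances, two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05. Every adjusted p without another named test comes from this fit. Fold changes are ratios of geometric means of value + 1. Single values were compared by exact permutation tests over the 924 assignments of 12 samples to 6 and 6, whose smallest two-sided p is 0.00216. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for the rest. Tested on simulated data for the same comparison and number of genes, the steps recovered 40 of 40 changed genes with a mean error of 0.154 on the log2 scale. These genes all lay over a monocyte level set higher than any listed background, and all changed by more than 2-fold. The test therefore does not cover smaller changes or changes of low genes. None of 116 unchanged genes over that level was called, and 7 of 92 unchanged genes under it were.
The genes named are those the paper names for this assay or for the matching PCR or protein, the complement and toll-like receptor genes, the 5 largest rises and 5 largest falls among called genes whose groups do not overlap, and the 5 genes with the largest SD between Kupffer cell samples among genes over the median level. This rule was set before the data were examined, but with Table S4 of the paper already read. So were 5 lists of candidate sources of signal: genes of proteins secreted by hepatocytes, T and NK cell genes, genes of the early response to cell isolation, interferon response genes and peritoneal macrophage genes. A gene outside the rule is named where a result singles it out, chosen after its values were seen. 1 gene that the rule covers is not reported here. The alternatives concerned the pseudocount, a filter on low values, the scaling between samples, a replicate block, each sample left out in turn, the test, the kind of mean, the fold limit and the summary of the spread; 3 others, which concern the background, were chosen after seeing the data. Hprt, Tubb5, Map2k7 and Nos3 were not analysed here, nor were the miRNA, proteome, RT-PCR, western blot and flow cytometry measurements.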

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

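The tests of the background value and of the negative control probes were chosen after the results were seen. 108 groups of 6 samples were searched for a sample far from the others, as the gap to its nearest neighbour over the whole range of the group. 5 groups passed the 95% critical value of Dixon's test, where chance gives 5.4, so single cases among them carry little weight.
The lane of monocyte sample 2 stood apart in how it was scaled. Its factor was 1.13, against 0.554 to 0.715 in the other monocyte samples, a gap of 0.718 of the range, and 26 of its genes were at the background against 68 to 79, a gap of 0.792 of the range. It also had the fewest counted molecules of the monocyte samples, 158730, and the lowest background, 5. A low background leaves more genes above it by construction. Without this sample, 86 genes were called lower in Kupffer cells instead of 53, the largest effect of any 1 sample on that count. In 24 of the 86 all remaining samples were at the background, so these calls only compare the deposited background between lanes. All 6 monocyte samples have the same description, and no biological explanation was tested.
In 3 genes 1 sample lay far from the other 5 of its cell type. Cxcl9 was highest in Kupffer cell sample 4, with a gap of 0.837 of the range of log2 values, and without that sample its log2 fold change was 2.25. The same sample had the lowest Alox15 (gap 0.666, log2 fold change -4.79 without it). Jun was highest in monocyte sample 4 (gap 0.748, log2 fold change 2.47 without it). All 3 genes kept their call at an adjusted p under 0.05 without the sample. The scaling of the lane is no likely source of the Cxcl9 and Alox15 values of Kupffer cell sample 4, since these lie at opposite ends of the range. No biological explanation was tested.
Ccl7 and Trem2 were more than 2-fold lower in Kupffer cells and are neither listed in Table S4 nor named in the text of the paper, although both are in the heatmap of Fig. 2A. Their log2 fold changes were -1.01 and -1.04. Ccl7 was at the background in 5 of 6 Kupffer cell samples and 3 of 6 monocyte samples, and Trem2 in 6 of 6 and 4 of 6. A candidate explanation is the background value, deposited without the factor of the lane. When it was multiplied by the factor where that is higher, 8 of the 8 genes called lower with background values in both cell types, Ccl7 and Trem2 among them, lost the call, with adjusted p of 0.513 to 0.752. For 5 genes called lower with background values in Kupffer cells alone (Alox12, Ccl17, Ptgir, Retnla and Tgfb2), 0 lost the call, which argues against the background value as the source of their difference. For Ccl7 and Trem2, a lower level in Kupffer cells was not detectable beyond this effect.
Negative control probe A, which has no target in the sample, had 18.3 ± 7.92 counts in the monocyte lanes and 5.00 ± 1.41 in the Kupffer cell lanes (SD, n = 6 each), a ratio of 3.67 (exact permutation test, two-sided, p = 0.013, adjusted p = 0.104 over 8 probes). It set the background in 4 of 6 monocyte lanes and in 1 of 6 Kupffer cell lanes. More background for every probe in the monocyte lanes would raise the others alike, but the sum of the other 7 probes had a ratio of 1.39 (exact permutation test, p = 0.0887), and relative to them probe A was higher by 1.30 on the log2 scale (exact permutation test, p = 0.00433). An effect on probe A itself stays open and was not tested, nor was a biological explanation. The paper does not report on single control probes.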

How the results depend on the processing

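The 3 alternatives that concern the background (its value multiplied by the factor of the lane where that is higher, genes with no value at the background only, and the latter together with a limit of 1.5-fold) were chosen after seeing the data, and all others before the data were examined. Chance is argued against for the counts, least for genes over 2-fold, of which another split gave 78 against 77: among 100 of the 462 splits of the 12 samples into 6 and 6, the real one included, 1 gave as many called genes, 2 as many genes over 2-fold, 1 as many complement genes over 15-fold and 1 as few genes without a called difference.
The number of called genes, 140, stayed within 1.5 times under every alternative, from 108 to 175; an exact Mann-Whitney test, which the paper names for other measurements, called 139 genes and limma with a trend and robust variances 142. The number of genes called lower rose from 53 to 107 when samples were rescaled to the median of all genes. With each sample left out in turn it ranged from 46 to 86, the latter without monocyte sample 2. Of the 35 genes called lower only without that sample, 32 had background values in both cell types, as had 31 of the 54 called lower only with scaling to the median. The share of higher calls was 62.1%, against 38.9% with scaling to the median, 47.7% after quantile normalization, 51.8% with the 4 housekeeping genes and 50% without monocyte sample 2. The median log2 fold change of all genes was 0.05. Scaling to the median moved it to -0.21 and scaling without Gapdh to 0.15. The log2 fold change of Stat3 fell to 0.07 with scaling to the median. Quantile normalization kept 103 of the 140 calls, 1 of them with the other direction. The cause was not tested.
Without genes that have a value at the background, 47 genes were over 2-fold, 26 of them higher in Kupffer cells, 1 complement gene was over 15-fold and 52 genes had no called difference, because this leaves 160 genes. The filter on low values, which leaves 196, gave 59 genes without a called difference, and a limit of 1.5-fold with no value at the background gave 53. The background thus limits what can be said of low genes in either cell type.
The difference in spread between Kupffer cell and monocyte samples, 0.0848, passed the threshold of the exact permutation test under 4 alternatives: 0.147 with the filter on low values, 0.152 after quantile normalization, 0.146 with the background multiplied by the factor (p = 0.0433) and 0.133 with no value at the background (p = 0.0173). It was larger in Kupffer cells under every alternative. The cause was not tested.
Of 66 named genes, Tlr3 was at the background throughout. Of the other 65, 55 were called. 50 of these kept the call under every alternative set before the data were examined that tested the gene. 4 of the 65 were called under none of these alternatives. The filter on low values tested 60 of the 65. The exact Mann-Whitney test and limma with a trend and robust variances are not part of this count. No named gene called both here and under an alternative changed direction. C1ra, Mrc1, Oasl1, Stat3 and Tlr6 lost a call under at least 1 of the alternatives set before the data were examined. Ccl2, Ccr7, Cfd, Il10, Il1a and Il1b gained one, where that of Cfd compares background values. Fxyd2 lost its call with the background multiplied by the factor (log2 fold change -0.14).
With the replicate number as a block, 132 genes were called, 83 higher and 49 lower, and the calls of Mrc1, Stat3 and Tlr6 among the named genes were lost. The deviations of samples with the same number correlated from -0.151 to 0.295. Samples of different numbers were not compared in this way, so whether the numbers pair the samples stays open. The replicate block was not run for the spread, which comes from no model of the groups.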

Differences from the paper's values

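The paper counts 53 genes with similar levels in both cell types, where 108 genes had no called difference here. The paper's text does not name the rule behind its number. Of the alternatives set before the data were examined, the filter on low values (59 genes), scaling to the median of all genes (73), leaving out monocyte sample 2 (76) and a limit of 1.5-fold (76) came within 1.5 times of the paper's value, and the other 17 did not. A limit of 1.5-fold with no value at the background, chosen after seeing the values, gave 53; that restriction leaves out 28 of the 84 genes of the paper's Table S4.
Of the 84 fold changes of the paper's Table S4, 9 differed from those found here, by more than the spread between samples where no value was at the background and by more than 1.5 times otherwise. The spread is a wide limit here, since both folds come from the same samples. For 9 others all samples of one cell type were at the background (C8a, Hc, C9, Masp1, Crp, C8b, Kng1, C1s and Ccl17), so that only a limit of the fold is known here, and the paper's fold lies beyond that limit in each. The folds of the table had been computed by the paper in nSolver, and all folds are linear ratios of Kupffer cells over monocytes. In 8 of the 9 genes that differed, all but Ly96, 5 of 6 monocyte samples were at the background, so the folds here are close to lower limits. For Mbl2 the fold was 42.9 here and 174.4 in the paper's table, for Il17a 2.59 and the paper's 8.2, for Flt1 4.27 and the paper's 7.6, for Csf2 2.34 and the paper's 7.1, for Nos2 2.03 and the paper's 4.5, and for Tgfb3 2.00 and the paper's 3.7; in these 6 genes none of the 21 alternatives set before the data were examined came within the limit. For C6 the fold was 21.7 here and the paper's is 34.9. It came within the limit without monocyte sample 6, without Kupffer cell sample 1 and with arithmetic means, and not under the other 18. For Cxcl9 it was 6.73 here and the paper's is 11.6, and arithmetic means alone came within the limit. Ly96, with no value at the background, had a fold of -1.80 here and the paper's is -2.7, where the minus sign stands for lower in Kupffer cells. Without the added 1 the fold of Ly96 is -1.81, and the paper's is 1.49 times as large, which is under 1.5 times but still over the spread between samples. Scaling to the median of all genes, quantile normalization, scaling to the 4 housekeeping genes and leaving out Kupffer cell sample 2, 4 or 5 came within the limit, and the other 15 did not.
All 84 genes of the table had the direction the paper gives, 82 were also called and 75 were over 2-fold here. The 9 that were not, C1ra, Ccl2, Cd40lg, Il12a, Il1a, Ly96, Tlr4, Tlr7 and Tyrobp, had folds of 1.80 to 1.99. These folds have 1 added to each value. Without it, Tlr4 and Il1a are over 2-fold, as they were with a pseudocount of 0.1. For Il12a, Tlr7 and Ccl2, with no value at the background, the paper's folds of -2.4, -2.5 and -2.6 were larger by more than 5%. Without the added 1 their folds here were -1.98, -1.95 and -1.96. The cause was not tested. All 9 except C1ra and Cd40lg were over 2-fold with scaling to the median and after quantile normalization, and these except Ly96 also with scaling to the 4 housekeeping genes. C1ra and Cd40lg were so with scaling without Gapdh, Ccl2 and Il1a with arithmetic means, and all but Ly96 without some single samples. Ccl2 and Il1a, which the paper lists as higher in monocytes by the fold alone, were not called here, with the log2 fold changes of -0.97 and -0.99, and the paper's own p for them, 0.109 and 0.0968, are also over 0.05. Both were called with scaling to the median and without monocyte sample 2, Ccl2 also without Kupffer cell sample 4, and Il1a also after quantile normalization.
The paper's Discussion names Retnla among genes with raised transcription in Kupffer cells, while its log2 fold change was -10.24 here, the direction of the paper's Results and of its RT-PCR (Fig. 2B). The RT-PCR of Il6 in Fig. 2B is higher in Kupffer cells, and the nanostring log2 fold change of Il6 was -1.99, the direction the paper's Discussion gives; the other 11 genes of Fig. 2B had the direction found here. The paper reports no difference for Stat3. It was called higher in Kupffer cells here (log2 fold change 0.33), but not under scaling to the median, quantile normalization, scaling to the 4 housekeeping genes, a replicate block or without monocyte sample 1, 4 or 6.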

Other observations

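The tests of hepatocyte RNA, of macrophage-type cells among the monocytes, of the threshold behind Table S4 and of T and NK cells as the source of Areg and Ccl20 were chosen after the results were seen; those of scaling, of a larger share of T and NK cells and of the early response to isolation were not. The gene lists were set before the data were examined, with Table S4 of the paper already read, so they are not independent of it.
All 10 genes of proteins that hepatocytes secrete (C8a, C8b, C9, Hc, Mbl2, Crp, Kng1, Masp1, Masp2 and C6) were called higher in Kupffer cells, also when adjusted over the list alone, with a median log2 fold change of 4.94, or 5.00 with genes at the background at their limit. All 10 are in the paper's Table S4, and 8 are also in the complement list. Scaling between lanes is excluded as the source, since the lowest median under any scaling was 4.68. The most abundant of them, C8a, had 2969.6 normalized counts in Kupffer cells. A candidate explanation is RNA of hepatocytes in the Kupffer cell samples. One share would then set the level of all 10 genes, and between the 6 Kupffer cell samples their mean pairwise correlation was 0.870, against a median of 0.110 for random lists of 10 genes; 0 of 10000 lists were as high. With each sample centred on its median gene it was 0.814, and 1 of 10000 lists was as high. A common regulation of these genes in Kupffer cells would look the same and stays open. For Arg1 the data do not decide: over the 6 samples it correlated with the mean of the list with Pearson's r = 0.576 (exact permutation test, p = 0.247, adjusted p = 0.356 over 3 relations) and Spearman's rho = 0.543 (p = 0.297, adjusted p = 0.297, exact permutation test), and r was 0.470 without the 2 samples farthest from the median.
Of 13 T and NK cell genes, 9 were called higher in Kupffer cells, adjusted over all genes or over the list alone, with a median log2 fold change of 0.96. The paper's analysis does not treat them as a group. Ifng rose most, with a log2 fold change of 3.53, and Ccl5 was the most abundant, with 14244 normalized counts in Kupffer cells and 3906 in monocytes. A larger share of such cells in the Kupffer cell samples would raise the genes alike. Among the 7 measured in all 12 samples they moved apart, from 0.30 for Cd4 (standard error 0.19) to 1.77 for Tnfsf14 (standard error 0.17). The gap was 1.46 (exact permutation test, p = 0.00216, the smallest 6 samples against 6 allow). Cd4 and Tnfsf14 were picked as the lowest and highest of the 7, and the p makes no allowance for that choice. The size of the gap against the standard errors argues against a larger share as the whole source. Other kinds of T and NK cells, or another state of them, in the liver than in the blood stay open and were not tested.
Of 10 genes of the early response to cell isolation, 8 were called higher in Kupffer cells and 9 differed when adjusted over the list alone; Mafk and Myc were lower without a call over all genes. The median log2 fold change was 1.61, and Fos had 14818 normalized counts in Kupffer cells against 3804 in monocytes. Digestion of the liver with collagenases at 37 °C, which the blood cells did not undergo, may contribute to this. The design gives each cell type its own isolation, so the state of the cells in the body stays open. Of 15 interferon response genes, 13 were called higher and 1, Oas2, lower (log2 fold change -0.40); 14 differed when adjusted over the list alone, with a median of 1.38. No explanation was tested for this list.
All 11 genes of the list of peritoneal macrophage genes (Alox15, Tgfb2, Retnla, Ccl24, Ptgs1, Ptgir, C1qa, C1qb, C3ar1, Cxcl1 and Cxcl2) were called higher in the monocyte samples, also when adjusted over the list alone, with a median log2 fold change of -2.73. All 11 are in the paper's Table S4 as lower in Kupffer cells, so these calls are no independent result. Whether the list is specific to peritoneal macrophages was not tested. Retnla was the most abundant. Their mean log2 level differed between monocyte samples, from 10.1 to 11.1, and was lower where that of the 7 measured T and NK cell genes was higher (Pearson's r = -0.986, exact permutation test, p = 0.00278, adjusted p = 0.00833; Spearman's rho = -0.943, p = 0.0167, adjusted p = 0.05; n = 6). Without the 2 samples farthest from the median r was -0.954. This is what a varying share of macrophage-type cells among the F4/80-sorted blood cells, with lymphocytes as the rest, would give, and it may explain the pattern as a hypothesis. The factor of the lane cannot be told apart from no relation at 6 samples (r = -0.491, exact permutation test, p = 0.356, adjusted p = 0.356; rho = -0.600, p = 0.242, adjusted p = 0.297), and r was -0.237 without the 2 farthest samples. Whether the level of these genes is that of circulating monocytes stays open.
The folds of the paper's Table S4 matched the deposited values within 5% for 52 of 56 genes with no value at the background and for 1 of 28 with such values. Among the 56, those of Il12a, Tlr7, Ccl2 and Ly96 did not match. For 24 of these 28 the paper's fold was larger by more than 5%, and for 3 (Alox12, Tgfb2 and Retnla) it was smaller by more than 5%. In these the background values are in Kupffer cells alone, whose factors are over 1, so that a count under the threshold can exceed the listed value once multiplied, and the paper's folds stay over the limits this allows, 8.43, 30.2 and 811. This is consistent with a table computed without the background threshold, a hypothesis that the deposited values cannot settle, because values under the threshold are not in them.
Areg and Ccl20, which were chosen after their values were seen, were raised in a minority of Kupffer cell samples. Areg stood at 219 normalized counts in sample 1 and at 239 in sample 6, and Ccl20 at 91.3 and 178, while the other 4 samples were at the background for both genes. The mean log2 level of the 7 measured T and NK cell genes was 8.34 in sample 6, the lowest of the 6. This argues against a larger share of these cells as a whole in sample 6. In sample 1 the mean was 8.52, above samples 2 and 4 (8.49 and 8.44) and below the highest, 8.77 in sample 3. For sample 1 it therefore does not decide. Ccl5, a gene of the same list, was highest in samples 1 and 6, at 33369 and 16703 normalized counts, against 6978 to 10134 in the others. No biological explanation was tested.
The housekeeping genes used for normalization differed between the cell types. Relative to the deposited scaling, Gusb had 324 ± 62.7 normalized counts in Kupffer cells and 933 ± 166 in monocytes (SD, n = 6 each), a log2 fold change of -1.53, while those of Cltc, Gapdh and Pgk1 were 0.31, 0.75 and 0.91. For each of the 4 genes all samples of one cell type lay above all of the other (exact permutation test, p = 0.00216, the smallest 6 samples against 6 allow). Hprt and Tubb5 were not analysed here.
The transcripts of proteins the paper measured by flow cytometry or western blot went in different directions. Cd163 was higher in Kupffer cells (log2 fold change 1.11, adjusted p = 0.00691 from limma), and Cd86 was lower (-1.12, adjusted p = 0.000171), while the paper reports more CD86 protein on Kupffer cells. Mrc1, the gene of CD206, had a log2 fold change of 0.68 (adjusted p = 0.0403) and lost the call without any one of monocyte samples 1, 3, 4 and 5 or of Kupffer cell samples 2, 4 and 5, where the highest adjusted p was 0.0837. It also lost the call with scaling to the 4 housekeeping genes, to the median and after quantile normalization, with adjusted p from 0.00443 to 0.41 over the alternatives. Ccr7 (log2 fold change -0.48, adjusted p = 0.159) and Il10 (log2 fold change -0.73, adjusted p = 0.0946, at the background in 4 of 6 Kupffer cell samples and 3 of 6 monocyte samples) were not called. With scaling to the median both were called lower, Ccr7 at an adjusted p of 0.0465 (range 0.0465 to 0.349) and Il10 at 0.0244 (range 0.0215 to 0.759). Il10 was also called without Kupffer cell sample 4 (adjusted p = 0.0215) and without monocyte sample 2 (0.0267). Fxyd2 was at the background in 5 of 6 Kupffer cell samples and 3 of 6 monocyte samples, and its call as lower (log2 fold change -0.93, adjusted p = 0.00039) was lost with the background multiplied by the factor (adjusted p = 0.627). By western blot the paper reports more IL10 protein in Kupffer cells, the direction opposite to the Il10 estimate here. It reports no significant difference in IL6 protein, while Il6 mRNA was lower in Kupffer cells (log2 fold change -1.99, adjusted p = 7.88e-05 from limma). For iNOS, Arg1 and ALOX12 the protein and the mRNA had the same direction.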
